# Gene expression of transporters and phase I/II metabolic enzymes in murine small intestine during fasting

**DOI:** 10.1186/1471-2164-8-267

**Published:** 2007-08-07

**Authors:** Heleen M van den Bosch, Meike Bünger, Philip J de Groot, Jolanda van der Meijde, Guido JEJ Hooiveld, Michael Müller

## Abstract

**Background:**

Fasting has dramatic effects on small intestinal transport function. However, little is known on expression of intestinal transport and phase I/II metabolism genes during fasting and the role the fatty acid-activated transcription factor PPARα may play herein. We therefore investigated the effects of fasting on expression of these genes using Affymetrix GeneChip MOE430A arrays and quantitative RT-PCR.

**Results:**

After 24 hours of fasting, expression levels of 33 of the 253 analyzed transporter and phase I/II metabolism genes were changed. Upregulated genes were involved in transport of energy-yielding molecules in processes such as glycogenolysis (*G6pt1*) and mitochondrial and peroxisomal oxidation of fatty acids (*Cact*, *Mrs3/4*, *Fatp2*, *Cyp4a10*, *Cyp4b1*). Other induced genes were responsible for the inactivation of the neurotransmitter serotonin (*Sert*, *Sult1d1*, *Dtd*, *Papst2*), formation of eicosanoids (*Cyp2j6*, *Cyp4a10*, *Cyp4b1*), or for secretion of cholesterol (*Abca1 *and *Abcg8*). Cyp3a11, typically known because of its drug metabolizing capacity, was also increased. Fasting had no pronounced effect on expression of phase II metabolic enzymes, except for glutathione *S*-transferases which were down-regulated. Time course studies revealed that some genes were acutely regulated, whereas expression of other genes was only affected after prolonged fasting. Finally, we identified 8 genes that were PPARα-dependently upregulated upon fasting.

**Conclusion:**

We have characterized the response to fasting on expression of transporters and phase I/II metabolic enzymes in murine small intestine. Differentially expressed genes are involved in a variety of processes, which functionally can be summarized as a) increased oxidation of fat and xenobiotics, b) increased cholesterol secretion, c) increased susceptibility to electrophilic stressors, and d) reduced intestinal motility. This knowledge increases our understanding of gut physiology, and may be of relevance for e.g. pre-surgery regimen of patients.

## Background

Fasting, the act of willingly abstaining from food, is a frequently occurring natural status in humans. Fasting is a popular strategy to manage overweight or obesity, it is a traditional habit in certain religions or societies, and it is an accepted pre-surgical procedure. During fasting whole-body fuel utilization gradually shifts from carbohydrates and fat in the fed state to proteins and fat after a day of fasting [1]. The nuclear receptor peroxisome proliferator-activated receptor *alpha *(PPARα) plays an important role in the control of the hepatic metabolic response [2]. During fasting, free fatty acid levels in plasma are elevated and can activate PPARα, which regulates a large array of hepatic genes including those involved in fatty acid catabolism.

The small intestine is the primary organ for digestion and selective absorption of nutrients and other food constituents. Absorption of these molecules across the intestinal epithelium occurs mainly by multiple transmembrane transporters [3-6] that principally belong to two superfamilies, namely the solute carrier (SLC) and the ATP Binding Cassette (ABC) superfamily of transporters [5,7]. SLC transporters located at the apical membrane of the enterocyte are responsible for the selective uptake of macronutrients, such as di- and tripeptides, hexoses and fatty acids [8]. In contrast, ABC transporters are efflux transporters responsible for the active removal of substances, including nutrients such as cholesterol, limiting their intracellular concentrations. Besides their presence in plasma membranes, SLC and ABC transporters are also located in intracellular organelles, such as mitochondria or peroxisomes, in which they are responsible for uptake or secretion of metabolites.

In addition, it has become clear that the intestinal epithelium is an important metabolic site, to a great extend responsible for the first-pass metabolism of nutrients and xenobiotics [9,10]. Numerous metabolic reactions occur in enterocytes, including those typically referred to as phase I and phase II metabolism. Phase I metabolism commonly refers to oxidative, peroxidative, and reductive metabolism of endogenous compounds and drugs, mediated by cytochrome P450 isoenzymes (CypP450s) [11]. Phase II metabolism often succeed phase I metabolism and is mediated by several enzymatic systems. In general, phase II metabolism yields conjugated metabolites, increasing the water solubility of lipophilic compounds. The most important phase II enzymes are sulfotransferases (Sults) [12,13], UDP-glucuronosyltransferases (Ugts) [14], glutathione S-transferases (Gsts) [15,16], N-acetyltransferases (Nats) [17], and epoxide hydrolases (Ephs) [18]. Several ABC transporters can secrete metabolites resulting from phase I and phase II enzymatic transformations [19].

Previous studies showed that fasting has a dramatic effect on small intestinal transport function [20]. However, little is known on the expression of transport and phase I/II metabolism genes in small intestine during fasting and the role of PPARα therein. We therefore set out to investigate the effects of fasting on expression of these genes using microarrays and quantitative RT-PCR (qRT-PCR). We conclude that the absorptive as well as the detoxification capacity of the small intestine is altered during fasting, and that PPARα mediates a part of the adaptive response to fasting.

## Results

### Effect of 24 hours of fasting on expression of transporter and phase I/II metabolism genes

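Arrays were available for 4 groups of mice with 3 biological replicates each: wild-type fed, wild-type fasted for 24 h, PPARα-null fed and PPARα-null fasted for 24 h. PPARα-null mice lack the nuclear receptor that fatty acids activate. The authors' deposited values are GCRMA intensities on the linear scale, and these were taken to log2. Of the 22690 probe sets, 20393 carried 1 gene symbol, 691 carried several and 1606 carried none. The single symbols named 12394 genes. A linear model with 1 mean per group was fitted to all 12 arrays with limma, which shares information on the spread across probe sets. Most probe sets read lower in the fasted arrays of both genotypes, with a median difference of −0.32 on the log2 scale over the expressed probe sets. Every log2 change upon fasting is therefore given relative to this common shift, unless the words "as deposited" stand beside it. Intensities are always those deposited, so that a ratio of printed intensities includes the shift. A probe set counted as changed at an unadjusted p under 0.01 and a fold change over 1.3, in either direction. Adjusted p-values are Benjamini-Hochberg values over all probe sets tested, and gene lists were tested with limma's camera. With 3 arrays per group, the number of arrays limits the precision of each value.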

The Affymetrix GeneChip Mouse Genome 430A array comprises 22,690 probesets, representing 12,453 unique genes. Annotation information from Affymetrix was queried to compile a list of transporter and phase I/II metabolism genes present on the array (for details, see Methods). This list consisted of 665 probesets, encoding for 436 unique genes, and was used in the remainder of our analyses (Table 1). 

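Slc5a1 and Slc25a5, carriers of this list for glucose and for nucleotides, gave signals far over 20 in wild-type fed mice. Slc5a1, the sodium-coupled glucose carrier of the brush border, had an intensity of 3951 ± 632 (SD, n = 3) and Slc25a5, the mitochondrial ADP/ATP carrier, one of 6193 ± 343. From the additional files 1 to 3, 663 probe sets could be read, and these carried 441 gene symbols. Their families were 245 SLC transporters, 61 cytochrome P450s, 21 glutathione S-transferases, 74 other phase II enzymes and 40 ABC transporters. An intensity over 20 was found for 109, 18, 20, 28 and 20 of them, respectively. This list was drawn up by gene function and not from these arrays.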

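Some genes of defence, fatty acid binding and digestion gave high signals in the small intestine of wild-type fed mice. Lyz1, the lysozyme of Paneth cells, had an intensity of 14949 ± 797 (SD, n = 3), Itln1, a lectin of secretory cells, 6932 ± 626, and Fabp2, the intestinal fatty acid binding protein, 11066 ± 277. Anpep, an aminopeptidase of the brush border, had 4833 ± 214. Ppara itself gave a low signal, 29.9 ± 8.75 in wild-type fed mice, and the PPARα-null fed mice had 7.23 ± 0.346. A mean intensity over 20 in the wild-type fed group was found for 9370 probe sets. These represented 5821 genes with a symbol of their own, 195 of them on the list of transporters and phase I/II metabolism genes (260 probe sets). Each wild-type fed array had 40.8 to 41.3% of its probe sets over that level.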

Under basal, chow-fed conditions, our filtering protocol identified 5,993 significantly expressed genes in the small intestine (i.e. having an absolute expression signal >20), of which 253 were transporters and phase I/II metabolism genes. After 24 hours of fasting, 713 genes, including 33 transporter and phase I/II metabolism genes, were differentially expressed (fold change >1.3, p-value < 0.01), corresponding to 13% of the expressed transporter and phase I/II metabolism genes. 

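Mt2, Acot1, Scd2 and Hspa1b were among the genes with the largest changes upon 24 h of fasting in wild-type mice. Mt2, a metallothionein, rose by 3.33 (standard error 0.73, adjusted p = 0.00669) on the log2 scale, which is a 10.0-fold change. Acot1, an acyl-CoA thioesterase that PPARα induces, rose by 2.66 (standard error 0.15, adjusted p = 1.55e-06). Scd2, a stearoyl-CoA desaturase of fatty acid synthesis, fell by 3.16 and Hspa1b, a heat shock protein, fell by 2.49 (n = 3 arrays per group). Transcripts of the exocrine pancreas rose most: of 16 such genes measured, 13 rose and none fell, with a median of 5.34. Pancreatic tissue carried over with the intestine is not excluded as the source of these rises. Without wild-type fed replicate 1 the calls of the pancreas genes Cela2a, Cela3b, Ctrb1, Ctrl, Cela1, Prss2, Cel and Sycn ended. That array had more pancreas signal than the other wild-type fed arrays, so a lost call does not show a smaller rise. Whether the level filter took these genes out was not examined. Among all 5821 expressed genes, 1325 changed, 746 upward, 572 downward and 7 with probe sets in both directions. As deposited, with no shift removed, 2433 genes changed and the balance turned, with 187 upward and 2241 downward. Quantile normalization also turned it, with 559 upward and 748 downward. The number was 2516 with no filter on level, 1881 upward and 617 downward, and 617 among genes over a level of 100, 306 upward and 311 downward. Of the transporters and phase I/II metabolism genes, 64 changed, 38 upward and 26 downward (33 and 33 with quantile normalization, 16 and 66 as deposited), against 107 with no filter and 41 over a level of 100. The falls were 14 without wild-type fed replicate 3 and 16 without wild-type fasted replicate 1, and 11 with the pancreas covariate, chosen after the values were seen. At an adjusted p under 0.05 and the same fold, 71 of their probe sets passed over all genes and 74 when adjusted over the list alone.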

For selected genes additional qRT-PCR analyses were performed, which confirmed the array results (Table 2).

**Table 1:** Numbers of expressed and regulated genes in small intestine analyzed on Affymetrix GeneChip MOE430A arrays.

	**All genes**	**Transporters + phase I/II metabolism genes**
Number of probe sets on MOE430A array	22690	665
Number of unique genes on MOE430A array	12453	436
Expressed genes on MOE430A array	5993	253
Regulated after 24 hours of fasting	713	33
Regulated genes, as % of expressed genes	11.8	13.0

Analysis of all genes on the MOE430A array compared with transporters and phase I/II metabolism genes.

**Table 2:** Confirmation of microarray results.

**Gene symbol**	**Affy probe set ID**	**FC microarray**	**P-value microarray**	**FC qRT-PCR**	**P-value qRT-PCR**	**Gene name**
*Cyp4a10*	1424853_s_at	3.6	0.0019	2.5 ± 0.34	0.0172	cytochrome P450, family 4, subfamily a, polypeptide 10
*Cyp2j6*	1417952_at	2.3	0.0000	1.7 ± 0.32	0.0435	cytochrome P450, family 2, subfamily j, polypeptide 6
*Abca1*	1421840_at	2.3	0.0005	2.4 ± 0.26	0.0330	ATP-binding cassette, sub-family A (ABC1), member 1
*G6pt1 (Slc37a4)*	1417042_at	2.3	0.0010	1.9 ± 0.20	0.0086	solute carrier family 37 (glycerol-6-phosphate transporter), member 4
*Znt2 (Slc30a2)*	1427339_at	1.9	0.0002	1.6 ± 0.24	0.0383	solute carrier family 30 (zinc transporter), member 2
*Abcg8*	1420656_at	1.8	0.0003	1.7 ± 0.29	0.0492	ATP-binding cassette, sub-family G (WHITE), member 8
*Sult1d1*	1418138_at	1.7	0.0017	1.8 ± 0.33	0.0310	sulfotransferase family 1D, member 1
*Fatp2 (Slc27a2)*	1416316_at	1.6	0.0003	2.0 ± 0.24	0.0283	solute carrier family 27 (fatty acid transporter), member 2
*Nadc1 (Slc13a2)*	1418857_at	1.6	0.0011	1.6 ± 0.13	0.0247	solute carrier family 13 (sodium-dependent dicarboxylate transporter), member 2
*Slc25a36*	1419656_at	1.5	0.0007	2.0 ± 0.19	0.0114	solute carrier family 25, member 36
*Chst4*	1453393_a_at	1.4	0.0008	1.6 ± 0.13	0.0142	carbohydrate (chondroitin 6/keratan) sulfotransferase 4
*Dtd (Slc26a2)*	1421145_at	1.4	0.0028	1.5 ± 0.06	0.0017	solute carrier family 26 (sulfate transporter), member 2
*Mrs3/4 (Slc25a28)*	1424776_a_at	1.4	0.0018	1.5 ± 0.08	0.0141	solute carrier family 25, member 28
*Mgst1*	1415897_a_at	1.3	0.0014	2.0 ± 0.21	0.0078	microsomal glutathione S-transferase 1
*Cyp3a11*	1416809_at	1.3	0.0057	1.9 ± 0.22	0.0149	cytochrome P450, family 3, subfamily a, polypeptide 11
*Mct4 (Slc16a3)*	1449005_at	-1.6	0.0058	-1.6 ± 0.00	0.0329	solute carrier family 16 (monocarboxylic acid transporters), member 3
*Zip4 (Slc39a4)*	1451139_at	-2.4	0.0003	-2.2 ± 0.18	0.0472	solute carrier family 39 (zinc transporter), member 4
*Gstm3*	1427473_at	-2.6	0.0027	-2.2 ± 0.08	0.0338	glutathione S-transferase, mu 3

Microarray results were confirmed with qRT-PCR. FC = Fold change, qRT-PCR control samples have been set arbitrarily to 1, qRT-PCR data are means ± standard error (n = 3).

#### Solute carrier transporters

We studied 243 SLC transporters, which amounts to 68% of the total number transporters of this superfamily currently known (see additional file 1). 

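Many abundant carriers of the small intestine did not pass the test upon fasting. The change was 0.24 for the glucose carrier Slc5a1 and 0.30 for the ADP/ATP carrier Slc25a5 (log2, n = 3 arrays per group). Slc25a3, which carries phosphate into mitochondria, had 0.085. Taken as a family with 1 probe set per gene, 121 SLC and SLCO genes were measured, of which 19 rose and 6 fell. Their median change was 0.11, which became −0.20 as deposited. The family did not pass limma's camera test (adjusted p = 0.169). Limma's fry, another test of lists, did call it (adjusted p = 0.0108).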

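Slc47a1 rose and Slc30a9 fell in wild-type mice fasted for 24 h. Slc47a1, which extrudes organic cations, had a log2 change of 1.23 (standard error 0.20, adjusted p = 0.00143). Slc30a9, of the zinc transporter family, fell by 0.65 (standard error 0.12, adjusted p = 0.00202), with 3 arrays per group. For Slc30a9 the paper's additional file 1 gives a fold of 0.94 (p = 0.550), so this call rests on deposited fed values that depart from the paper's. In wild-type mice 29 SLC genes changed, which is 26.6% of the 109 expressed. Of these 21 rose and 8 fell, and as deposited the balance turned to 9 and 29. At an adjusted p under 0.05 and a fold over 1.3, 31 of their probe sets passed over all genes and 31 when adjusted over the list alone.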

After 24 hours of fasting, 16 SLC transporters were differentially expressed (Table 3), which corresponded to 15% of the expressed SLC transporter genes in the small intestine. With respect to apical transporters, expression of the short-chain fatty acid transporter *Smct1 *(*Slc5a8*) [21], the carboxylate transporter *Nadc1 *(*Slc13a2*) [22], the prostaglandin transporter *Pgt *(*Slco2a1*) [23], and the sulphate transporter *Dtd *(*Slc26a2*) [24] was increased, whereas the expression level of the zinc transporter *Zip4 *(*Slc39a4*) [25] was suppressed. 

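In wild-type mice Slc5a8 had an intensity of 52.1 ± 1.19 when fed and 108 ± 9.39 after 24 h of fasting (SD, n = 3), a rise of 1.37 (standard error 0.10, adjusted p = 9.71e-06) on the log2 scale or 2.58-fold. The paper's additional file 1 gives a fold of 1.45, so the size of this rise rests on deposited fed values that depart from the paper's. Slc13a2 had intensities of 1098 ± 175 and 1502 ± 159, and rose by 0.77 (standard error 0.15, adjusted p = 0.00337). Slc26a2 rose by 0.54 (standard error 0.11, adjusted p = 0.00391). For Slco2a1 the intensities were 355 ± 9.46 and 369 ± 41.5, and its change of 0.36 (standard error 0.13, adjusted p = 0.0637) did not pass the threshold of p under 0.01, whereas another probe set of the gene passed it with a rise of 0.43. The gene's call ended as deposited, in a fit of the wild-type groups alone, with the pancreas covariate chosen after the values were seen, and without wild-type fed replicate 1, wild-type fed replicate 2 or wild-type fasted replicate 1. The zinc carrier Slc39a4 was at 990.2 ± 32.1 in fed and 343 ± 121 in fasted mice and fell by 1.27 (standard error 0.18, adjusted p = 5.30e-04). As deposited, the rise of Slc26a2 no longer passed the test, and without wild-type fasted replicate 2 the change of the first probe set of Slco2a1 did.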

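Carriers of the basolateral membrane moved both ways. Slc16a3, which exports lactate, had an intensity of 34.5 ± 13.1 in wild-type fed mice and 14.0 ± 2.00 in fasted ones (SD, n = 3), a change of −0.93 (standard error 0.21, adjusted p = 0.00811) on the log2 scale. Slc40a1, the iron exporter, had with 1 probe set 412 ± 107 and 213 ± 53.9. Its change was −0.64 (standard error 0.25, adjusted p = 0.0869), and that of its other probe set was −0.88 (standard error 0.34, adjusted p = 0.0767), and neither passed the test. Slc6a4, which takes up serotonin, had 366 ± 39.5 and 432 ± 20.9 and rose by 0.56 (standard error 0.091, adjusted p = 0.00136). As deposited, Slc40a1 passed the test with both probe sets and Slc6a4 did not. The probe sets of Slc40a1 also passed without wild-type fasted replicate 2, and at least 1 of them without wild-type fed replicate 1 or PPARα-null fed replicate 3.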

The basolaterally located monocarboxylate transporter *Mct4 *(*Slc16a3*) [26] and iron transporter *Ireg1 *(*Slc40a1*) [27] were downregulated, and the basolateral neurotransmitter serotonin transporter *Sert *(*Slc6a4*/*5-HTT*) [28], was upregulated. 

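Several carriers of intracellular membranes rose in fasted wild-type mice, Slc37a4 among them. This carrier, which brings glucose 6-phosphate into the endoplasmic reticulum, went from an intensity of 135 ± 26.2 to 326 ± 79.8 (SD, n = 3), a rise of 1.58 (standard error 0.18, adjusted p = 1.92e-04) on the log2 scale. Slc30a2, a vesicular zinc transporter, rose by 1.18 and Slc25a28, which brings iron into mitochondria, by 0.96. Slc25a36, a mitochondrial nucleotide carrier, rose by 0.95 and 0.69 with its probe sets. The rises of Slc25a20, the carnitine/acylcarnitine carrier, Slc35b3, which moves PAPS, and Slc27a2, a fatty acid transporter, were 0.68, 0.66 and 0.63. Adjusted p-values of these genes lay between 1.18e-04 (Slc30a2) and 0.00166 (Slc35b3). The other probe set of Slc25a20 gave 0.40 (standard error 0.19, adjusted p = 0.156) and passed the test only in a fit of the wild-type groups alone. As deposited, the calls of Slc25a20, Slc27a2, Slc35b3 and 1 of the Slc25a36 probe sets ended, while Slc37a4, Slc30a2 and Slc25a28 still rose.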

Seven intracellular SLC transporters were induced (Table 3); *Znt2 *(*Slc30a2*), *G6pt1 *(*Slc37a4*), *Fatp2 *(*Slc27a2*), *Papst2 *(*Slc35b3*), *Cact *(*Slc25a20*), *Mrs3/4 *(*Slc25a28*), and *Slc25a36*. *Znt2 *[29] is responsible for storage of zinc in sub-apically-located vesicles. *G6pt1 *[30] and *Fatp2 *[31] are localized at the endoplasmic reticulum, transporting glucose-6 phosphate and fatty acyl-CoA esters, respectively. The sulphate donor 3'-phosphoadenosine 5'-phosphosulfate (PAPS) transporter *Papst2 *[32] is localized in the Golgi. Finally, *Cact*, *Mrs3/4 *and *Slc25a36 *are all three present in mitochondria shuttling metabolites across the inner mitochondrial membrane [33]. *Cact *and *Mrs3/4 *transport fatty acyl carnitines for fatty acid oxidation and iron, respectively. The function of *Slc25a36 *is currently not known. 

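Slc35c1, which carries GDP-fucose into the Golgi apparatus, had an intensity of 233 ± 26.7 in wild-type fed mice and 127 ± 29.2 after 24 h of fasting (SD, n = 3). Relative to the shift this was a change of −0.58 (standard error 0.17, adjusted p = 0.0254) on the log2 scale. The probe set did not pass the test when wild-type fed replicate 1, wild-type fed replicate 2 or wild-type fasted replicate 3 was left out, with changes from −0.71 to −0.38 over the replicates left out in turn.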

Finally, *Fuct1 *(*Slc35c1*) [34] an additional member of the Slc35 family, transporting nucleotide sugars, was downregulated.

**Table 3:** Differential expressed SLC transporters in the small intestine after 24 h fasting.

**Gene symbol**	**Affy probe set ID**	**A value**	**SD WT 0 hr**	**SD WT 24 hr**	**Fold change**	**P-value**	**Localization**	**Gene name**
*G6pt1 (Slc37a4)*	1417042_at	7.7	0.44	0.37	2.3	0.0010	Endoplasmatic reticulum	Solute carrier family 37 (glycerol-6-phosphate transporter), member 4
*Znt2 (Slc30a2)*	1427339_at	5.6	0.09	0.30	1.9	0.0002	Vesicles	Solute carrier family 30 (zinc transporter), member 2
*Slc25a36*	1419656_at	6.7	0.09	0.22	1.7	0.0002	Mitochondria	Solute carrier family 25, member 36
*Fatp2(Slc27a2)*	1416316_at	10.4	0.19	0.11	1.6	0.0003	Peroxisomes and ER	Solute carrier family 27 (fatty acid transporter), member 2
*Nadc1 (Slc13a2)*	1418857_at	10.2	0.23	0.15	1.6	0.0011	Apical	Solute carrier family 13 (sodium-dependent dicarboxylate transporter), member 2
*Slc25a36*	1419657_a_at	9.4	0.16	0.14	1.5	0.0007	Mitochondria	Solute carrier family 25, member 36
*Papst2 (Slc35b3)*	1448937_at	7.6	0.04	0.18	1.5	0.0005	Golgi	Solute carrier family 35, member B3
*Smct1 (Slc5a8)*	1425606_at	6.5	0.14	0.12	1.5	0.0009	Apical	Solute carrier family 5 (iodide transporter), member 8
*Cact (Slc25a20)*	1423108_at	9.2	0.04	0.07	1.4	0.0002	Mitochondria	Solute carrier family 25 (mitochondrial carnitine/acylcarnitine translocase), member 20
*Cact (Slc25a20)*	1423109_s_at	7.9	0.10	0.19	1.4	0.0019	Mitochondria	Solute carrier family 25 (mitochondrial carnitine/acylcarnitine translocase), member 20
*Sert (Slc6a4)*	1417150_at	8.5	0.18	0.07	1.4	0.0014	Basolateral	Solute carrier family 6 (neurotransmitter transporter, serotonin), member 4
*Mrs3/4 (Slc25a28)*	1424776_a_at	7.0	0.12	0.17	1.4	0.0018	Mitochondria	Solute carrier family 25, member 28
*Dtd (Slc26a2)*	1421145_at	5.6	0.06	0.22	1.4	0.0028	Apical	Solute carrier family 26 (sulfate transporter), member 2
*Oatp2a1 (Slco2a1)*	1420913_at	8.3	0.06	0.17	1.4	0.0023	Apical	Solute carrier organic anion transporter family, member 2a1
*Fuct1 (Slc35c1)*	1452139_at	7.3	0.16	0.36	-1.4	0.0052	Golgi	Solute carrier family 35, member C1
*Ireg1 (Slc40a1)*	1417061_at	8.1	0.38	0.35	-1.6	0.0099	Basolateral	Solute carrier family 40 (iron-regulated transporter), member 1
*Mct4 (Slc16a3)*	1449005_at	4.2	0.44	0.21	-1.6	0.0058	Basolateral	Solute carrier family 16 (monocarboxylic acid transporters), member 3
*Ireg1 (Slc40a1)*	1448566_at	7.8	0.48	0.50	-1.7	0.0084	Basolateral	Solute carrier family 40 (iron-regulated transporter), member 1
*Zip4 (Slc39a4)*	1451139_at	9.0	0.04	0.48	-2.0	0.0003	Apical	Solute carrier family 39 (zinc transporter), member 4

A = the average log2 transformed expression value of normal fed and 24 hours fasted mice (n = 3), SD = standard deviation, WT = wild-type mice. In addition to the fold change, the intracellular localization of the corresponding protein is given.

#### Phase I and II metabolic genes

Next we evaluated the effects of fasting on expression of phase I/II metabolism genes (see additional file 2). Results are presented in Table 4. We studied 61 CypP450s, which corresponds to 66% of the currently known mouse CypP450s. 

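Cytochrome P450s of sterol, fatty acid and drug metabolism moved in both directions. Cyp2d22, a drug-metabolizing enzyme, rose by 0.88 (standard error 0.16, adjusted p = 0.00223) on the log2 scale in fasted wild-type mice (n = 3 arrays per group). Cyp2c55, which oxidizes arachidonic acid, fell by 1.75 (standard error 0.25, adjusted p = 5.91e-04), and Cyp51, of cholesterol synthesis, fell by 0.48 (standard error 0.14, adjusted p = 0.0302). Cyp4f14 and Cyp4v3 had 0.042 and 0.23 and did not pass the test. Of 18 expressed P450 genes 9 changed (50%), 7 upward and 2 downward (5 and 4 as deposited). At an adjusted p under 0.05 and a fold over 1.3, 9 of their probe sets passed over all genes and 11 when adjusted over the list alone. As a family their median was 0.10 (−0.22 as deposited), and camera gave an adjusted p of 0.166. The family did pass with no filter on level, and limma's fry called it (adjusted p = 0.00203). The call of Cyp51 ended without wild-type fed replicate 1, wild-type fasted replicate 1 or wild-type fasted replicate 2, with changes from −0.59 to −0.37.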

Five CypP450s were differentially expressed, corresponding to 29% of the expressed CypP450s in small intestine. *Cyp2j6 *was upregulated. Members of the Cyp2 family are well known to be responsible for the NADPH-dependent oxidation of steroids and fatty acid as well as drugs [11]. In addition, expression of *Cyp3a11*, typically known because of its drug-metabolizing capacity [11], was increased. 

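Cyp3a11 had an intensity of 2157 ± 115 in wild-type fed mice and 2349.8 ± 157 in fasted ones (SD, n = 3). Relative to the shift it rose by 0.44 (standard error 0.10, adjusted p = 0.00694) on the log2 scale, a 1.35-fold change. The call ended with quantile normalization and as deposited, where the change was 0.12. Cyp3a25, of the same subfamily, had 0.13 and did not pass the test.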

Finally, *Cyp4a10 *and *Cyp4b1*, involved in peroxisomal oxidation of fatty acids, and *Cyp27a1*, involved in conversion of cholesterol into 27-hydroxycholesterol, were all induced upon fasting [11,35,36]. 

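Cyp27a1 rose from an intensity of 207 ± 21.0 in wild-type fed mice to 625 ± 200.1 after 24 h of fasting (SD, n = 3), by 1.86 (standard error 0.20, adjusted p = 1.18e-04) on the log2 scale or 3.62-fold. Cyp4b1 rose by 1.09 (standard error 0.13, adjusted p = 1.92e-04). The probe set that the paper assigns to Cyp4a10 lists several genes of the same cluster, so that its signal is not that of Cyp4a10 alone. It went from 125 ± 70.4 to 333 ± 84.7, a rise of 1.93 (standard error 0.39, adjusted p = 0.00463). All of these calls also held as deposited.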

With respect to phase II metabolism, expression of in total 89 enzymes was analyzed (see additional file 2). Except for Gsts, fasting had no denoting effect on expression of phase II metabolism genes (Table 4), since only 3 non-Gsts were changed. 

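Other phase II genes moved in both directions in fasted wild-type mice. Ugt2b5, a glucuronosyltransferase, fell by 0.89 (standard error 0.24, adjusted p = 0.0196) on the log2 scale, Ephx1, the microsomal epoxide hydrolase, fell by 0.87 and the glutathione peroxidase Gpx2 fell by 0.79 (n = 3 arrays per group). Gal3st1, a sulfotransferase of glycolipid synthesis, rose by 0.47. Values of Ephx2, Akr1a1 and Ugt2b34 were 0.18, 0.11 and −0.21, and these genes did not pass the test. In all 8 of 28 expressed genes changed (28.6%), 4 upward and 4 downward, against 1 and 12 as deposited. At an adjusted p under 0.05 with the same fold, 9 probe sets passed over all genes and 9 when adjusted over the list alone. The calls of Ugt2b5, Ephx1 and Gpx2 ended without wild-type fed replicate 2, wild-type fed replicate 3 or wild-type fasted replicate 1 (also without wild-type fasted replicate 2 for Ephx1 and 3 for Gpx2), with changes from −1.09 to −0.57, −1.22 to −0.65 and −1.07 to −0.61 over the replicates left out in turn. That of Gal3st1 ended as deposited and without wild-type fed replicate 1 or wild-type fasted replicate 1 (0.34 to 0.60), and all of these ended in a fit of the wild-type groups alone.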

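Most of the glutathione S-transferases that changed in fasted wild-type mice fell, and as deposited all of them did. The probe sets of Gstm3 had log2 changes of −1.65 (standard error 0.29, adjusted p = 0.00186) and −1.61, with 3 arrays per group. Gstt1 fell by 1.13 (standard error 0.10, adjusted p = 3.94e-05), and the changes of Gstm4, Gstm1 and Gstm5 were −1.11, −1.13 and −0.53. Upward changes were found for Gstz1, which is also an enzyme of tyrosine breakdown, with 0.60, and for the microsomal Mgst1, with 0.48 (standard error 0.084, adjusted p = 0.00183). Gstp1 had −0.37 (standard error 0.10, adjusted p = 0.0199) and stayed under the fold of 1.3. Of 20 expressed genes 12 changed (60%), 2 upward and 10 downward, and as deposited 13 changed. At an adjusted p under 0.05 and that fold, 14 probe sets passed over all genes and 15 when adjusted over the list alone. The calls of Mgst1 and Gstz1 ended as deposited, that of Mgst1 also with quantile normalization, while Gstp1 passed under both scalings, with each array centred and without wild-type fed replicate 1 or wild-type fasted replicate 2 (−0.43 to −0.30). The call of Gstm1 ended with trended and robust variances, in a fit of the wild-type groups alone and without wild-type fed replicate 2, wild-type fed replicate 3 or wild-type fasted replicate 1 (−1.41 to −0.66).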

Apart from *Gstm1*, all changed Gsts were downregulated. 

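Akr1b7 had an intensity of 1042 ± 37.3 in wild-type fed and 2169 ± 831 in fasted mice (SD, n = 3) and rose by 1.29 (standard error 0.22, adjusted p = 0.00168) on the log2 scale. Sult1d1, which sulfates amines, rose by 0.77 (standard error 0.15, adjusted p = 0.00394) from 924 ± 138 to 1280.3 ± 271. Chst4, a sulfotransferase that acts on carbohydrates, had 27.1 ± 0.897 and 30.0 ± 1.69, close to the level of 20 used as a filter, and rose by 0.46 (standard error 0.12, adjusted p = 0.0134). Akr1b7 still rose as deposited, whereas the calls of Sult1d1 and Chst4 ended, the latter with quantile normalization too.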

The aldo-keto reductase *Akr1b7 *[37], involved in detoxification of lipid peroxides, and two sulfotransferases, *Sult1d1 *and *Chst4*, were increased.

**Table 4:** Differential expressed detoxification genes in the small intestine after 24 h fasting.

**Gene symbol**	**Affy probe set ID**	**A value**	**SD WT 0 hr**	**SD WT 24 hr**	**Fold change**	**P-value**	**Gene name**
**CYPP450s**							
*Cyp4a10*	1424853_s_at	7.4	0.96	0.37	3.6	0.0019	Cytochrome P450, family 4, subfamily a, polypeptide 10
*Cyp27a1*	1417590_at	8.4	0.12	0.50	3.1	0.0001	Cytochrome P450, family 27, subfamily a, polypeptide 1
*Cyp2j6*	1417952_at	8.3	0.22	0.11	2.3	0.0000	Cytochrome P450, family 2, subfamily j, polypeptide 6
*Cyp4b1*	1416194_at	9.7	0.20	0.22	2.2	0.0000	Cytochrome P450, family 2, subfamily c, polypeptide 29
*Cyp3a11*	1416809_at	11.0	0.07	0.10	1.3	0.0057	Cytochrome P450, family 3, subfamily a, polypeptide 11
							
**GSTs**							
*Mgst1*	1415897_a_at	11.1	0.05	0.08	1.3	0.0014	Microsomal glutathione S-transferase 1
*Gstp1*	1449575_a_at	11.9	0.14	0.13	-1.4	0.0027	Glutathione S-transferase, pi 1
*Gstm5*	1416842_at	7.1	0.12	0.05	-1.5	0.0002	Glutathione S-transferase, mu 5
*Gstt1*	1418186_at	7.1	0.21	0.06	-1.7	0.0001	Glutathione S-transferase, theta 1
*Gstm3*	1427473_at	5.4	0.44	0.45	-2.6	0.0006	Glutathione S-transferase, mu 3
*Gstm4*	1424835_at	4.5	0.60	0.38	-2.7	0.0009	Glutathione S-transferase, mu 4
*Gstm3*	1427474_s_at	9.2	0.36	0.79	-2.8	0.0027	Glutathione S-transferase, mu 3
							
**SULTs**							
*Sult1d1*	1418138_at	9.9	0.15	0.33	1.7	0.0017	Sulfotransferase family 1D, member 1
*Chst4*	1453393_a_at	4.7	0.04	0.08	1.4	0.0008	Carbohydrate (chondroitin 6/keratan) sulfotransferase 4
							
**AKRs**							
*Akr1b7*	1423556_at	10.3	0.04	0.63	2.5	0.0008	Aldo-keto reductase family 1, member B7

A = the average log2 transformed expression value of normal fed and 24 hours fasted mice (n = 3), SD = standard deviation (n = 3), WT = wild-type mice.

#### ABC transporters

Effects of fasting on expression of ABC transporters are summarized in Table 5. We analyzed 40 of the 52 murine ABC transporters (see additional file 3). 

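ABC transporters best known for drug export did not pass the test in fasted wild-type mice. Abcb1a, a P-glycoprotein, had a change of 0.00 and Abcg2, the breast cancer resistance protein, one of −0.081 on the log2 scale (n = 3 arrays per group). The peroxisomal Abcd3 had 0.11. Intensities over 20 were found for 20 of the 40 genes. Of these 6 changed (30%), 4 upward and 2 downward, against 1 and 8 as deposited, and 8 probe sets had an adjusted p under 0.05 with a fold over 1.3, both over all genes and when adjusted over the list alone. As a family with Tap1, Tap2 and Cftr, their median change was 0.047 (−0.27 as deposited and −0.016 with quantile normalization), at an adjusted p of 0.979 from camera. Abcg2 passed the test downward as deposited.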

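Sterol transporters of the ABC superfamily rose in fasted wild-type mice. Abcg8 went from an intensity of 252 ± 44.2 to 356 ± 58.8 (SD, n = 3), a rise of 0.82 (standard error 0.16, adjusted p = 0.00366) on the log2 scale, and its partner Abcg5 rose by 0.49 (standard error 0.11, adjusted p = 0.00649). Abca1 had 63.5 ± 11.0 and 121 ± 35.8 and rose by 1.21 (standard error 0.36, adjusted p = 0.0286). Abcf1, of the translation machinery, rose by 0.60, while Abcc3, an exporter of conjugated organic anions, fell by 0.94 and Abce1, which recycles ribosomes, fell by 0.53. The rise of Abca1 did not pass the test as deposited, with trended and robust variances, or without wild-type fed replicate 2, wild-type fed replicate 3, wild-type fasted replicate 1 or wild-type fasted replicate 3 (1.00 to 1.45). As deposited Abcg5 and Abcf1 did not pass either. The paper's additional file 3 gives folds of 1.02 for Abcf1 and 1.08 for Abce1 with p-values of 0.824 and 0.378, so these calls rest on deposited fed values that depart from the paper's.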

The transporters *Abca1 *[38], involved in basolateral efflux of cholesterol, and *Abcg8 *[39], involved in transport of sterols and stanols across the apical membrane, were upregulated.

**Table 5:** Differential expressed ABC transporters in the small intestine after 24 h fasting.

Gene symbol	Affy probe set ID	A value	SD WT 0 hr	SD WT 24 hr	Fold change	P-value	Localization	Gene name
*Abca1*	1421840_at	6.266	0.28	0.44	2.3	0.0005	Basolateral (secretion)	ATP-binding cassette, sub-family A (ABC1), member 1
*Abcg8*	1420656_at	8.037	0.18	0.25	1.8	0.0003	Apical (secretion)	ATP-binding cassette, sub-family G (WHITE), member 8

A = the average log2 transformed expression value of normal fed and 24 hours fasted mice (n = 3), SD = standard deviation, WT = wild-type mice. In addition to the fold change, the intracellular localization of the corresponding protein is given.

### Time dependent changes of gene expression during fasting

To get insight into the time-dependent effects of fasting, we performed an additional experiment in which mice were deprived of food for various time points up to 24 hours. Intestinal weight, blood glucose and plasma free fatty acid levels were measured (Figure 1). As expected, blood glucose levels decreased until 12 hours of fasting, after which it stabilized [2]. Free fatty acid levels rapidly increased at the onset of fasting, and remained constant after 18 hours. Intestinal weight decreased already after 3 hours of fasting, significant changes were found as from 12 hours of fasting. For selected transporters and phase I/II metabolism enzymes gene expression was measured using qRT-PCR (Figure 2). Genes were selected based on function and array data. Several genes were regulated gradually in time and seemed to follow the same pattern as the free fatty acid concentration (*Fatp2*, *Znt2*, *G6pt1*, *Zip4*, *Cyp27a1*, *Cyp2j6*, and *Sult1d1*). Other genes were acutely regulated (*Nadc1*, *Znt2*, *Zip4*, *Cyp27a1*, *Sult1d1*, *Gstm3*, and *Abca1*.) In this group *Nadc1 *and *Gstm3 *were most drastic regulated after 3 hours fasting. Finally, a group of genes responded only after prolonged fasting (*G6pt1*, *Fatp2*, *Mct4*, *Cyp4a10*, *Cyp3a11*, *Cyp2j6*, and *Abcg8*). These data indicate that different mechanisms underlay the response to fasting.

**Figure 1:**
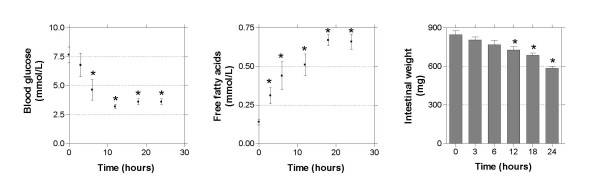
**Blood glucose levels, free fatty acid levels, and small intestinal weight during fasting**. Significance was determined using an unpaired student's *t*-test. * P-value < 0.05. Bars represent standard error.

**Figure 2:**
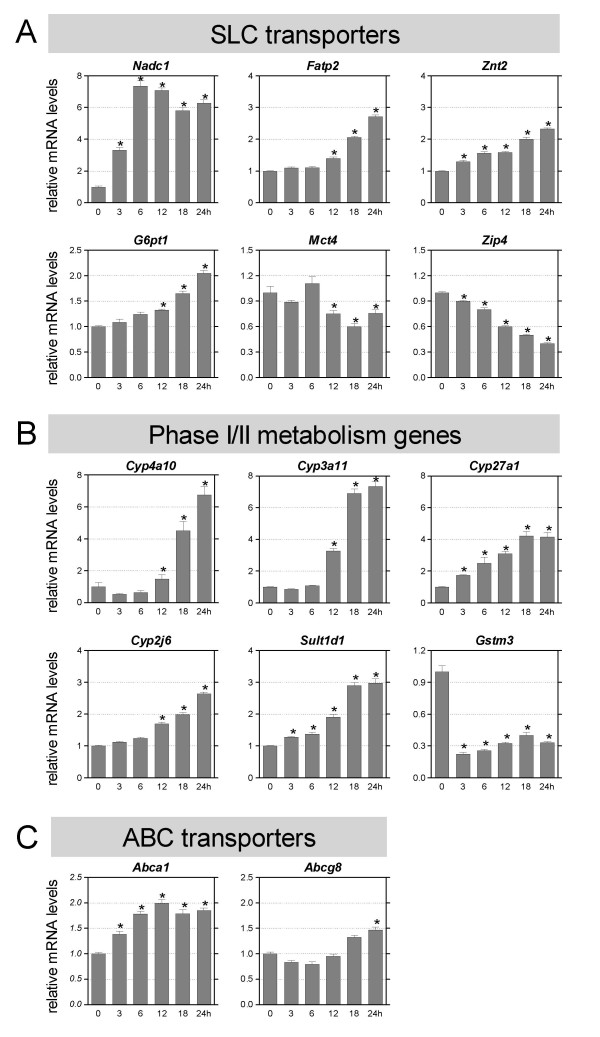
**Time dependent changes in gene expression during fasting**. The horizontal axis indicates the hours of fasting. Significance was determined using an unpaired student's *t*-test. * P-value < 0.05. Data are presented as mean ± standard error, n = 6–10. qRT-PCR results of SLC transporters. (B) qRT-PCR results of detoxification genes. (C) qRT-PCR results of ABC transporters.

### Role of PPARα during fasting

It has been shown that PPARα is an important mediator of the hepatic adaptive response to fasting [2]. Therefore we evaluated the role of this transcription factor in regulating transporter and phase I/II metabolism genes in small intestine during fasting. To this end, the effect of 24 hours fasting was compared in wild-type and PPARα knockout mice (Table 6). 

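In PPARα-null mice, genes that glucocorticoids induce rose more upon 24 h of fasting than in wild-type mice, and some clock genes rose too. Of 16 glucocorticoid-induced genes measured, 16 rose in PPARα-null mice, with a median of 2.13 on the log2 scale, against 5 of 13 and a median of 0.47 in wild-type mice. On the same 12 members, those over the level in wild-type fed mice, compared after the values were seen, 12 rose in PPARα-null and 4 in wild-type mice, with medians of 2.00 and 0.43. Of 14 clock genes 8 rose in PPARα-null mice, with a median of 1.02, and 16 and 9 members of these lists had an adjusted p under 0.05, over all genes and when adjusted over each list alone. Nr1d1, a repressor of the clock, rose by 3.55 (standard error 0.27, adjusted p = 4.60e-07) and Pdk4, which restrains glucose oxidation, by 4.32 (standard error 0.24, adjusted p = 4.00e-08) in PPARα-null mice (n = 3 arrays per group). The transcription factor Nfe2l2 (Nrf2) fell by 4.79 (standard error 0.20, adjusted p = 4.45e-09). In all, 2934 genes changed in PPARα-null mice, 1239 upward, 1619 downward and 76 both ways, against 537 and 2877 as deposited. There were 5242 with no filter on level, where rises prevailed (3298 and 1765), and 1493 over a level of 100, and with each array centred the numbers were 1432 and 1437. With 1 probe set per gene, 709 genes changed the same way in both genotypes and 20 in opposite ways. Shared rises numbered 369 and shared falls 340, where independent lists would share 103 and 114. Across the 5821 genes, which are not independent replicates, the changes of the genotypes had a Pearson r of 0.652 and a Spearman rho of 0.610. Wild-type fed arrays differ from wild-type fasted arrays in how they relate to the paper's means, and the paper gives no such means for PPARα-null mice. Offsets of single probe sets between fed and fasted arrays, if both genotypes share them, would enter both changes alike. Part of the overlap and of r may therefore come from such offsets. Of the 36 probe sets in Tables 3 to 5, 23 also passed the test in PPARα-null mice, 22 of them in the same direction. In PPARα-null mice camera gave adjusted p-values of 4.33e-08 for the glucocorticoid list and 0.00116 for the clock list (adjusted p = 0.111 and 0.111 with an estimated correlation). The interaction of these lists had adjusted p-values of 5.22e-09 and 6.56e-04 (adjusted p = 0.0832 for both with an estimated correlation).

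**Figure D1:**
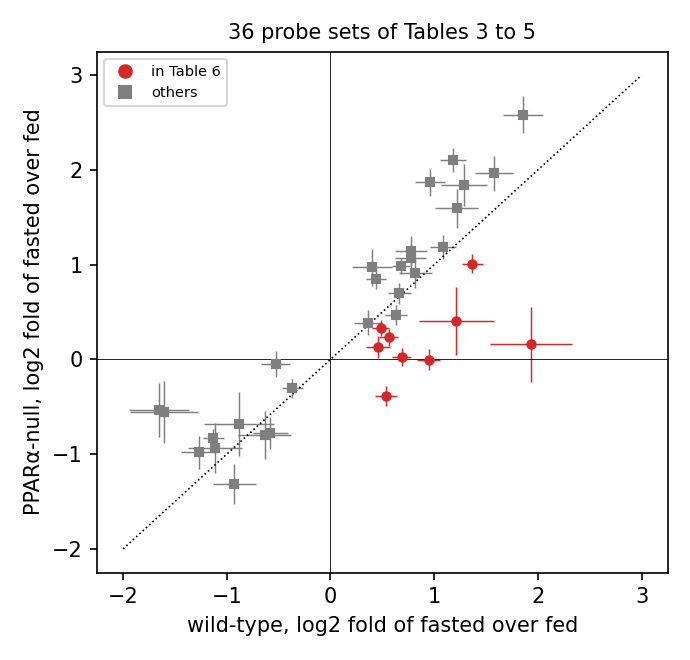
Change upon 24 h of fasting of the 36 probe sets of Tables 3 to 5, wild-type mice on the x axis and PPARα-null mice on the y axis, both as log2 changes relative to the common shift. Each point is a probe set with its standard errors, red points are those of Table 6, the line marks equal changes, and the red points lie below it among the rises.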

Eight of the genes identified in wild-type mice were PPARα-dependently regulated, which corresponded to 24% of all genes regulated. 

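By the paper's rule of a change in wild-type and none in PPARα-null mice, 22 genes of the list were PPARα dependent, 12 that rose and 10 that fell. The probe set of Cyp4a10 changed by 0.16 on the log2 scale in PPARα-null mice and Abca1 by 0.41, and neither passed the test there. For Slc25a36 the values were 0.00 and 0.026, for Chst4 0.13 and for Mgst1 0.33. Slc5a8 rose by 1.01 (standard error 0.10, adjusted p = 3.79e-06) in PPARα-null mice and Slc26a2 fell by 0.39 (standard error 0.11, adjusted p = 0.00792), so these were not PPARα dependent by the rule. With fed values moved to the paper's means, a test chosen after the values were seen, Slc5a8 was. That test moves PPARα-null fed values by the wild-type offset, because the paper gives no means for PPARα-null mice. Whether they share this offset was not tested. The call of Slc26a2 in PPARα-null mice ended with quantile normalization, with each array centred on its median and without PPARα-null fed replicate 3 or PPARα-null fasted replicate 1. The difference between the genotypes was tested as an interaction over all 12 arrays. Its adjusted p was 0.00101 for Slc26a2, 0.00108 and 0.00314 for Slc25a36 and 0.0362 for Cyp4a10. Slc44a4, a member of the choline transporter-like family named after its values were seen, had 0.44 in wild-type and −0.33 in PPARα-null mice (adjusted p = 0.00704 for the interaction). The adjusted p of the interaction was 0.0841 for Slc5a8, 0.0848 for Slc6a4, 0.173 for Chst4, 0.277 for Abca1 and 0.392 for Mgst1, and for these a difference was not shown. The balance of the 22 genes turned under other scalings, to 10 upward and 13 downward with quantile normalization, 11 and 14 with each array centred on its median and 3 and 24 as deposited. Leaving out 1 array in turn gave 3 to 15 genes with a fall. The number of all was 14 without wild-type fed replicate 3 or wild-type fasted replicate 1 and 29 without wild-type fasted replicate 2, 37 with no filter on level and 14 where an interaction p under 0.01 defines dependence.

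**Figure D2:**
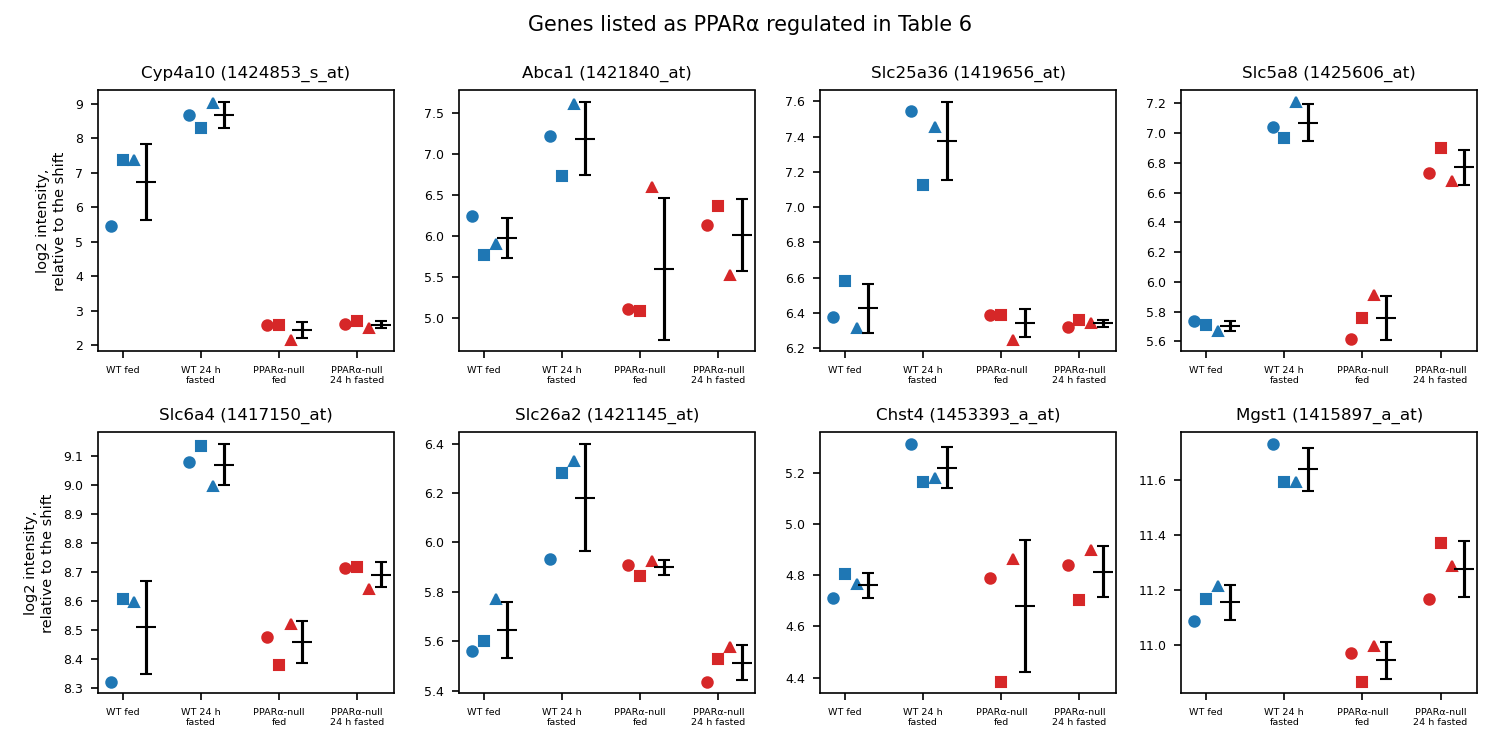
Log2 intensity, relative to the common shift, of the 8 genes of Table 6 in wild-type and PPARα-null mice, fed and fasted for 24 h. Points are replicates, bars give the mean and SD, and Cyp4a10 is low in PPARα-null mice both fed and fasted.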

No genes were found to be suppressed in a PPARα dependent manner. qRT-PCR was used to confirm the differential expression of *Cyp4a10*, *Abca1*, and *Slc25a36 *(Figure 3).

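Several glutathione S-transferases fell in wild-type and not in PPARα-null mice. Gstm2 had −0.69 in wild-type and 0.12 in PPARα-null mice on the log2 scale (n = 3 arrays per group), and Gsta3, of the alpha class, −0.99 and 0.54. Gstm1 had 0.48 in PPARα-null mice. The interaction had an adjusted p of 0.0332 for Gstm2, 0.0291 for Gsta3 and 0.0354 for Gstm1. For the other 7 genes that met the rule with a fall in wild-type mice, among them Gstm3 (−0.53 and −0.55 in PPARα-null mice), Gstm5, Ephx1 and Cyp51, the interaction did not pass. The adjusted p of these was lowest for a probe set of Gstm3 (0.0643) and highest for Gpx2 (0.795). Without wild-type fed replicate 3 the rule was met with a fall by 3 genes in place of 10. Gstm2 and Gsta3 are named here after their values were seen.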

**Table 6:** PPARα regulated genes during fasting.

**Gene Symbol**	**Probe Set ID**	**FC WTc vs WT 24 hr**	**P-value WT**	**FC KOc vs KO 24 hr**	**A value WT**
*Cyp4a10*	1424853_s_at	3.6	0.0019	NC	7.4
*Abca1*	1421840_at	2.3	0.0005	NC	6.3
*Slc25a36*	1419656_at	1.7	0.0002	NC	6.7
*Slc25a36*	1419657_a_at	1.5	0.0007	NC	9.4
*Smct1, Slc5a8*	1425606_at	1.5	0.0009	NC	6.5
*Sert, Slc6a4*	1417150_at	1.4	0.0014	NC	8.5
*Dtd, Slc26a2*	1421145_at	1.4	0.0028	NC	5.6
*Chst4*	1453393_a_at	1.4	0.0008	NC	4.7
*Mgst1*	1415897_a_at	1.3	0.0014	NC	11.1

FC = Fold change, WT = wild-type mice. KO = PPARα-null mice, A = the average log2 transformed expression value of normal fed (c) and 24 hours (24 hr) fasted mice (n = 3).

**Figure 3:**
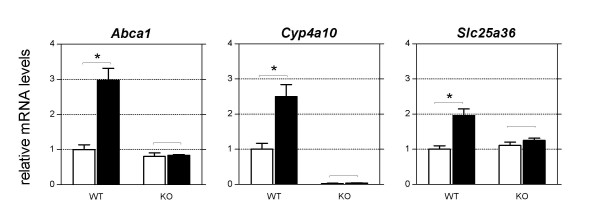
**qRT-PCR results of PPARα dependently regulated genes during fasting**. White bars represent the control group, black bars represent the 24 hours fasted group. Significance was determined using an unpaired student's *t*-test. * P-value < 0.05. Data are presented as mean ± standard error, n = 3.

## Discussion

In this study we set out to determine the effect of fasting on several aspects directly related to the primary function of the small intestine; the selective absorption and metabolism of food components. We find that of all genes encoding transport proteins and phase I/II metabolic enzymes, approximately 13% were changed due to 24 hours of fasting. 

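Families of the list differed in how many of their expressed members changed in fasted wild-type mice, from the glutathione S-transferases at the top to the SLC transporters at the bottom, and these shares were not tested against each other. Over the whole list 64 of the 195 expressed genes changed (32.8%), and over all genes on the array 1325 of 5821. In PPARα-null mice 97 genes of the list changed (49.7%), 54 upward and 43 downward, and as deposited the balance turned to 32 and 74. SLC transporters accounted for 61 of these, with 35 rises and 26 falls (22 and 42 as deposited). Slc20a1, a phosphate carrier, had the largest difference between the genotypes among the SLC genes named here, with −0.16 in wild-type and 2.47 (standard error 0.35, adjusted p = 6.97e-05) in PPARα-null mice on the log2 scale (n = 3 arrays per group). In PPARα-null mice 7 glutathione S-transferases changed, 2 upward and 5 downward (0 and 7 as deposited).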

Effects on gene expression are dependent on the length of food deprivation, and PPARα is required for the adaptive response of a subset of genes. A summary of hypothetical functional outcomes of fasting in the murine small intestine is presented in Figure 4, and detailed below. Although in this study we only determined mRNA levels, it has been reported that for the majority of genes the mRNA levels reflect protein abundance very well [40,41]. We therefore allow ourselves to speculate about the functional consequences of fasting. Nevertheless, these implications should ultimately be evaluated in follow-up studies.

**Figure 4:**
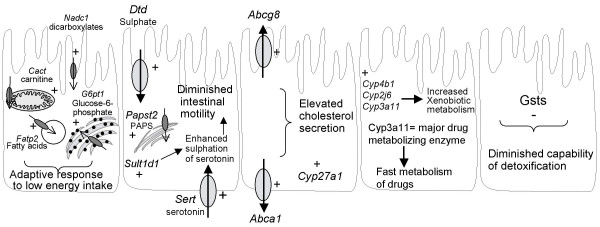
**Hypothetical schematic overview of effects of fasting on small intestinal transporters and phase I/II metabolism genes**. Not all results are summarized in this figure. The direction of transport is shown (↑) in the transporters, + means upregulated and – means downregulated during fasting. (A) Increased energy metabolism. (B) Diminished intestinal motility. (C) Elevated cholesterol secretion. (D) Increased xenobiotic metabolism. (E) Diminished capability of detoxification. (F) PPARα dependent regulated genes.

Changes in intestinal structure upon fasting differ between species [20]. Although we did not investigate this in the current study, both Lenaerts et al. [42] and Chappell et al. [43] observed only minor changes on murine mucosal structure upon fasting. In addition, if occurring, we believe that changes on tissue base do not affect our gene expression data, because otherwise we should have seen more pronounced differences on gene expression level.

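Markers of the muscle layer and of connective tissue fell and those of the exocrine pancreas rose in fasted wild-type mice. Of 13 smooth muscle genes measured 8 fell and none rose, with a median of −0.53 on the log2 scale, among them Actg2 with −1.02 (standard error 0.21, adjusted p = 0.00493) and Tpm2 with −0.84 (n = 3 arrays per group). Of 17 genes of fibroblasts and matrix 6 fell and none rose, among them Col1a1 with −1.45 and Col3a1 with −1.10 (median −0.29). Adjusted p-values from camera were 1.71e-05 and 3.23e-04, or 0.407 and 0.407 as adjusted p with an estimated correlation. Among the smooth muscle genes 9 passed an adjusted p under 0.05 over all genes and 11 when adjusted over the list alone, and among the matrix genes 6 and 7. The pancreas list had an adjusted p of 1.87e-05 from camera (adjusted p = 0.407 with an estimated correlation). Goblet, Paneth and enteroendocrine markers did not pass as lists, with adjusted p-values of 0.366, 0.406 and 0.720. For 13 of the 16 pancreas genes, leaving out Zg16, Spink1 and Pnliprp2 because the intestine expresses them too, the median over that of the fed arrays was 6.49, 6.31 and 5.38 in the wild-type fasted arrays and 6.85, 0.16 and 7.04 in the PPARα-null fasted arrays. These 13 were chosen after the values were seen. The same median was 1.73 in wild-type fed replicate 1 and 1.02 in PPARα-null fed replicate 3.

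**Figure D3:**
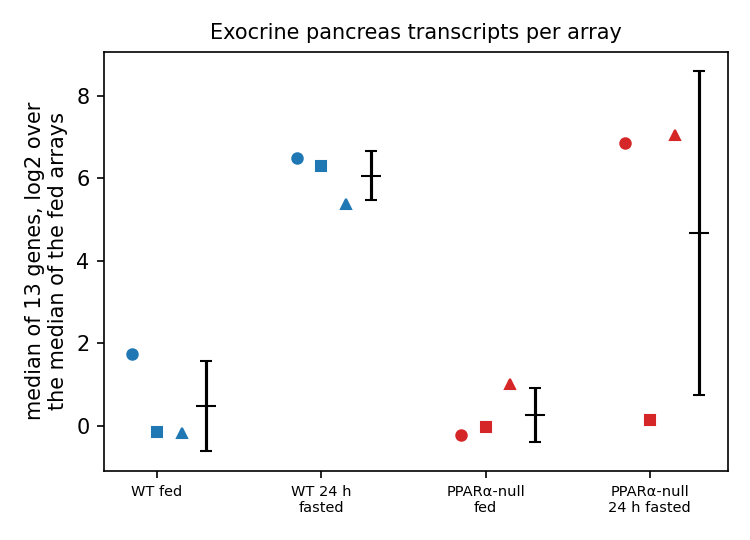
Median level of 13 genes of the exocrine pancreas in each array, in log2 units over the median of the fed arrays, by group. Symbols mark replicates 1 to 3, bars give the mean and SD, and PPARα-null fasted replicate 2 lies at 0.16, with the other fasted arrays at 5.38 or above.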

An array of intestinal transporters and phase I and II metabolic enzymes are required to handle adequately various endogenous molecules, food components including nutrients and xenobiotics. Our finding that 24 hours of fasting results in the differential expression of 13% of the transporter and phase I/II metabolism genes has implications for metabolism of the different types of substrates.

### Regulation of genes involved in intestinal motility

Expression of the serotonin transporter *Sert *was increased after 24 hours of fasting. 

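Genes of serotonin handling were measured around Sert in fasted wild-type mice. Ddc, which makes serotonin from its precursor, fell by 0.52 (standard error 0.13, adjusted p = 0.0115) on the log2 scale with 3 arrays per group. Aldh2, which oxidizes the aldehyde made from serotonin, rose by 0.58 (standard error 0.094, adjusted p = 0.00132). Maoa, which breaks serotonin down, had −0.10 and did not pass the test. Cck, a hormone of other enteroendocrine cells, fell by 0.91. Of 12 genes of serotonin synthesis, uptake, sulfation and breakdown 5 rose and 1 fell, with a median of 0.19 (−0.12 as deposited). Over all genes 6 had an adjusted p under 0.05, and 6 when adjusted over the list alone. As a list they did not pass camera (adjusted p = 0.109), while limma's fry called the list (adjusted p = 0.00203). As deposited Aldh2 did not pass the test and Maoa passed it downward.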

Serotonin, a neurotransmitter secreted by enterochromaffin cells, is considered to play a key role in normal functioning of the gut, initiating peristaltic reflex pathways and facilitating propulsive activity. Sert-mediated uptake of serotonin in enterocytes is responsible for the termination of the action of serotonin in the intestine [28]. After a meal, the small intestine exhibits a pattern of phasic contractions of various amplitudes [44]. During fasting, these phasic contractions are replaced by a cyclic pattern with less frequent contractions, enough to propel undigested food residues and sloughed enterocytes. As it is known that serotonin increases the frequency of intestinal contractions [45], removal of serotonin by *Sert *preserves these lower motility reflexes during fasting. *Sult1d1 *is involved in the sulfation of serotonin for the serotonin removal in enterocytes [46]. For this conjugation the activated form of sulphate, PAPS, is needed. 

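Sult1d1 and Slc35b3 rose in PPARα-null mice too. Upon 24 h of fasting, Sult1d1 rose by 1.15 (standard error 0.15, adjusted p = 4.53e-05) on the log2 scale in PPARα-null mice with 3 arrays per group. Slc35b3, the PAPS carrier, rose by 0.70 (standard error 0.11, adjusted p = 2.14e-04) there. The interaction had an adjusted p of 0.233 for Sult1d1 and 0.904 for Slc35b3. Papss2, which makes PAPS, and Sult1b1, another sulfotransferase, had 0.26 and 0.086 in wild-type mice, and these genes did not pass the test.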

*Sult1d1*, the apical sulphate transporter *Dtd*, and the PAPS transporter *Papst2 *were all upregulated during fasting. We believe that the coordinated induction of these enzymes is required to maintain the lower peristaltic reflexes during fasting (Figure 4B).

### Regulation of genes involved in metabolism of energy-yielding substrates

Fasting increased the expression of *Cact *and *Fatp2*, and *G6pt1*, three intracellular SLC transporters involved in transport of substrates of mitochondrial β-oxidation and glycogenolysis, respectively [30,31,33,47]. 

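Of 20 genes of mitochondrial fatty acid oxidation 7 rose and none fell in fasted wild-type mice, with a median of 0.29, which was −0.022 as deposited. Cpt1a, which admits long-chain fatty acids to mitochondria, rose by 0.81 (standard error 0.10, adjusted p = 2.32e-04) on the log2 scale, Acaa2, the last enzyme of the spiral, by 0.71 and the isomerase Eci1 by 0.68 (n = 3 arrays per group). Over all genes 9 had an adjusted p under 0.05, and 10 when adjusted over the list alone. Camera gave an adjusted p of 1.29e-04, or an adjusted p of 0.407 with an estimated correlation. In PPARα-null mice Slc25a20 had 0.98 (standard error 0.085, adjusted p = 1.32e-06), Slc27a2 0.46 (standard error 0.11, adjusted p = 0.00250) and Slc37a4 1.97 (standard error 0.18, adjusted p = 2.72e-06), and all of them rose. As deposited the calls of Eci1, and of Slc27a2 in PPARα-null mice, ended.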

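Several enzymes that release glucose rose in fasted wild-type mice, and those of glycolysis did not pass the test. Pck1, the first committed enzyme of gluconeogenesis, rose by 1.82 (standard error 0.16, adjusted p = 3.05e-05) on the log2 scale, G6pc, which works with the glucose 6-phosphate carrier Slc37a4, by 1.25 (standard error 0.29, adjusted p = 0.00830) and Fbp1 by 0.75 (n = 3 arrays per group). Of 14 genes of glycogen breakdown, gluconeogenesis and glucose release 5 rose and none fell, with a median of 0.32, which was 0.0028 as deposited. Among them 6 had an adjusted p under 0.05 over all genes and 7 when adjusted over the list alone. Camera gave an adjusted p of 0.00991, or an adjusted p of 0.359 with an estimated correlation, and the list did not pass when no filter on level was used. Of 16 genes of glycolysis none changed, and the list had an adjusted p of 0.328 from camera. With no filter on level the glycolysis list did pass (adjusted p = 0.0186). Ldha, lactate dehydrogenase, had −0.24 and passed the test downward as deposited and with quantile normalization.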

Changes in gene expression of these transporters coincided with differential gene expression of enzymes involved in both processes (data not shown). In addition, the increased expression of *Cyp4a10 *and *Cyp4b1 *points to enhanced peroxisomal oxidation of fatty acids [11], and an elevated level of *Nadc1 *implies increased uptake from luminal dicarboxylates (Krebs cycle intermediates) as well as citrate secreted by pancreatic and gastric juice [48]. Thus, these changes reflect the molecular events caused by the switch of fuel utilization from carbohydrates to fatty acid oxidation (Figure 4A).

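Several peroxisomal genes rose in fasted wild-type mice. The isomerase Eci2 rose by 1.03 (standard error 0.11, adjusted p = 1.26e-04) on the log2 scale, Pex11a, which multiplies peroxisomes, by 1.01 and Pecr, a reductase of fatty acid elongation, by 0.94 (n = 3 arrays per group). Of 19 genes of peroxisomal and omega-oxidation 7 rose and none fell, with a median of 0.32, which was 0.0086 as deposited. An adjusted p under 0.05 was found for 9 over all genes and for 9 when adjusted over the list alone. Camera gave an adjusted p of 1.29e-04, or an adjusted p of 0.359 with an estimated correlation. Genes of the citric acid cycle had a median of 0.078 (−0.24 as deposited) with 2 of 23 rising, Slc13a2 and Pdk4. They did not pass camera as a list (adjusted p = 0.328), while fry called it (adjusted p = 0.0442). In PPARα-null mice Slc13a2 rose by 1.07 (standard error 0.15, adjusted p = 6.62e-05). As deposited the call of Pecr ended. From the rises of the carriers Cact, Fatp2 and G6pt1 and of Cyp4a10, Cyp4b1 and Nadc1, and from enzyme changes that it does not show, the paper reads a reflection of the switch in fuel use from carbohydrates to fatty acids.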

### Regulation of genes involved in cholesterol efflux

Cholesterol can be secreted from enterocytes by chylomicrons and by the efflux transporters Abca1 and Abcg5/g8. 

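Several genes of cholesterol synthesis fell in the intestine of fasted wild-type mice. Fdps and Idi1, of the isoprenoid part of the pathway, had changes of −0.93 (standard error 0.21, adjusted p = 0.00820) and −0.75 (standard error 0.16, adjusted p = 0.00525) on the log2 scale (n = 3 arrays per group). Of 15 genes of cholesterol synthesis and uptake 6 fell and none rose, with a median of −0.20. Among them 6 had an adjusted p under 0.05 over all genes and 7 when adjusted over the list alone. Camera gave an adjusted p of 0.00486, or an adjusted p of 0.407 with an estimated correlation, and the list did not pass among genes over a level of 100. In PPARα-null mice Abcg8 rose by 0.91 (standard error 0.16, adjusted p = 3.92e-04).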

Expression of the cholesterol efflux transporters *Abca1 *and *Abcg8 *was increased upon fasting. Since both carriers are LXR target genes [49,50] we believe this is due to the profoundly increased expression levels of Cyp27a1, which results in enhanced levels of the potent LXR agonist 27-hydroxycholesterol [51]. 

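Target genes of LXR did not move as a group in fasted wild-type mice. Srebf1, a regulator of lipid synthesis, rose by 0.96 (standard error 0.18, adjusted p = 0.00319) on the log2 scale with 3 arrays per group. Fasn, fatty acid synthase, fell by 1.00 (standard error 0.15, adjusted p = 8.59e-04). Lpcat3 and Npc2 had 0.19 and 0.12 and did not pass the test. Of 15 LXR target genes 5 rose, the sterol transporters among them, and 2 fell, with a median of 0.12 (−0.19 as deposited). Over all genes 7 had an adjusted p under 0.05, and 8 when adjusted over the list alone. The list did not pass camera (adjusted p = 0.522). In PPARα-null mice Cyp27a1 rose by 2.58 (standard error 0.20, adjusted p = 4.51e-07), and the interaction had an adjusted p of 0.0749.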

Since during fasting no cholesterol is required for chylomicron formation, we speculate this may be a compensatory mechanism for the enterocyte to balance its intracellular cholesterol concentrations (Figure 4C).

### Regulation of genes involved in metabolism of xenobiotics

Various CypP450s with well-known drug-metabolizing capacity were differentially expressed after fasting (*Cyp2j6*, *Cyp3a11*, and *Cyp4b1*). 

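Cyp2j6 rose from an intensity of 264 ± 11.6 in wild-type fed to 494 ± 38.0 in fasted mice (SD, n = 3), by 1.22 (standard error 0.21, adjusted p = 0.00165) on the log2 scale. In PPARα-null mice fasted for 24 h, Cyp2j6 changed by 1.60 (standard error 0.21, adjusted p = 3.68e-05), Cyp3a11 by 0.84 (standard error 0.10, adjusted p = 1.36e-05) and Cyp4b1 by 1.19 (standard error 0.13, adjusted p = 7.61e-06). The interaction had adjusted p-values of 0.385, 0.0474 and 0.721, respectively.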

Increased expression of *Cyp3a11 *after fasting has also been observed in rat liver [52]. Although *Cyp3a11 *does not have a direct human ortholog, it has similar substrate specificity as human *CYP3A4*. *CYP3A4 *is considered to be the major metabolizing enzyme of approximately half of the drugs in use today [53]. Our results indicate that upon a fasting period drugs may be more efficiently detoxified (Figure 4D), which is of relevance e.g. during surgical interventions in patients.

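The fall of the glutathione S-transferases was seen in the test of the family as a whole, and other phase II enzymes did not pass it. With 1 probe set per gene, 20 glutathione S-transferases had a median of −0.46 on the log2 scale in fasted wild-type mice (n = 3 arrays per group), with 3 rises and 10 falls. Gsto1, of the omega class, had 0.15 and did not pass the test. Camera gave an adjusted p of 0.00991, or an adjusted p of 0.466 with an estimated correlation, and limma's fry did not call the family, nor did it pass with the pancreas covariate, a test chosen after the values were seen. Over all genes 15 members had an adjusted p under 0.05, and 16 when adjusted over the list alone. The 27 other phase II enzymes had a median of 0.044 (−0.27 as deposited and −0.057 with quantile normalization) and an adjusted p of 0.816.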

Except for Gsts, which were expressed at reduced levels, fasting had no denoting effect on expression of phase II metabolism genes. GSH plays an important role in the defense against oxidative stress [54], and is required as cofactor for glutathione peroxidase (GPx) and glutathione S-transferase (Gst) activity. GPx detoxifies peroxides using GSH as an electron donor, producing GSSG as end product which in turn is converted back into GSH by glutathione reductase (Gsr). Gsts catalyze the conjugation of GSH to a wide variety of endogenous and exogenous electrophilic compounds. It is known that upon fasting levels of GSH are reduced in small intestine and liver [55-57], likely as a result of increased oxidation and decreased presence of its dietary precursory amino acids [58]. We believe these reduced GSH levels may be responsible for the observed reduced mRNA levels of the glutathione S-transferase (Gsts), since it is known that expression levels of Gsts are directly dependent on the presence of GSH [59]. In addition, it is known that dietary electrophiles are able to activate the transcription factor Nrf2, which can activate among others Gsts [60]. 

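Several genes that Nrf2 activates fell in fasted wild-type mice. Ces1g, a carboxylesterase, fell by 1.72 (standard error 0.19, adjusted p = 1.45e-04) on the log2 scale (n = 3 arrays per group), and the exporter Abcc3 was also among the falls. Tkt, of the pentose phosphate pathway, had 0.17 and Me1, malic enzyme, −0.14, and neither passed the test. Of 29 Nrf2 target genes measured 10 fell and none rose, with a median of −0.39. Over all genes 14 had an adjusted p under 0.05, and 17 when adjusted over the list alone. Camera gave an adjusted p of 1.71e-05, or an adjusted p of 0.407 with an estimated correlation. Nrf2 itself (Nfe2l2) had −0.053 in wild-type mice and did not pass the test. In PPARα-null mice, where Nfe2l2 fell, the 29 targets had a median of −0.13 with 6 falls and 1 rise. As a list they did not pass camera there (adjusted p = 0.570), nor for the interaction (adjusted p = 0.0560). The calls of the list and of Nfe2l2 were thus found in different genotypes.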

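Genes that make and reduce glutathione did not move together in fasted wild-type mice. Glrx2, a mitochondrial glutaredoxin, fell by 0.48 (standard error 0.092, adjusted p = 0.00319) on the log2 scale, while Glrx had 0.35 and Txn1 −0.067 (n = 3 arrays per group). Of 15 genes of glutathione synthesis and reduction 2 fell and none rose. The median was 0.025 and the mean −0.036, on opposite sides of 0, and the median was −0.29 as deposited and −0.057 with quantile normalization. Over all genes 3 had an adjusted p under 0.05, and 3 when adjusted over the list alone. The list did not pass camera (adjusted p = 0.919).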

During fasting these dietary electrophiles are not available, which may be an additional explanation for the reduced expression levels of Gsts. The time dependent fasting experiment showed that the reduction of *Gstm3 *is a very acute process. Thus, regardless the underlying mechanism, the reduced GSH and Gsts levels will render the fasting gut more sensitive towards electrophilic stressors and other Gst substrates, which may have implications for humans on drug therapy during fasting and the period directly thereafter (Figure 4E).

### Role of PPARα during fasting

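Tested directly, the response to 24 h of fasting differed between the genotypes for many genes outside the list. At an adjusted p under 0.05 for the interaction, 1810 of 6107 genes passed, 1099 with a more positive change in wild-type mice, 679 with a more positive change in PPARα-null mice and 32 with probe sets both ways. Centring each array on its median turned this balance, to 835 and 918, and 1037 genes passed over a level of 100. Ddc, of serotonin synthesis, had an interaction of 1.20 (standard error 0.18, adjusted p = 5.42e-04) and Dgat2, of triglyceride synthesis, one of −1.59 (standard error 0.17, adjusted p = 5.86e-05) on the log2 scale. Of the 36 probe sets in Tables 3 to 5, 7 had an adjusted p under 0.05 for the interaction. Of the 9 probe sets in Table 6, 4 had one, those of Cyp4a10, Slc26a2 and Slc25a36, which has a pair of them.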

We showed that eight of the transporters and phase I/II metabolism genes were PPARα dependently regulated during fasting (Figure 4F). 

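Many PPARα target genes rose upon 24 h of fasting in both genotypes. In wild-type mice Angptl4, which inhibits lipoprotein lipase, rose by 1.69 (standard error 0.25, adjusted p = 7.78e-04) on the log2 scale, and the fatty acid transporter Cd36 by 0.90, while G0s2, an inhibitor of lipolysis, fell by 1.26 (n = 3 arrays per group). Of 29 target genes 16 rose and 1 fell, with a median of 0.49. Over all genes 17 had an adjusted p under 0.05, and 20 when adjusted over the list alone. In PPARα-null mice 15 of 27 rose and 2 fell, with a median of 0.57, Acot1 among them with 2.62. On the same 29 members, compared after the values were seen, the medians were 0.49 in wild-type and 0.46 in PPARα-null mice. Camera gave adjusted p-values of 3.52e-07 and 2.72e-04, or 0.359 and 0.345 as adjusted p with an estimated correlation. The interaction of the list had an adjusted p of 0.289, so that a difference between the genotypes in the size of the response was not shown.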

Genes that were most prominently regulated by PPARα were involved in lipid metabolism (*Cyp4a10*, *Abca1*, and *Smct1*). In liver *Cyp4a10 *and *Abca1 *are known to be regulated via PPARα during fasting [61,62]. Furthermore, *Cyp4a10 *is a known PPARα target gene [63]. It has also been reported that Abca1 is regulated by PPARα [64], although no PPAR responsive elements have been identified in its promoter region [65]. *Sert *and *Dtd *were PPARα dependently regulated, which indicates that PPARα may link nutritional status to peristaltic movement. 

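In PPARα-null mice Sert (Slc6a4) had an intensity of 352 ± 17.4 when fed and 332 ± 9.90 after 24 h of fasting (SD, n = 3), a change of 0.23 (standard error 0.091, adjusted p = 0.0450) on the log2 scale. Dtd (Slc26a2) had 59.7 ± 1.28 and 36.7 ± 1.78. The difference between the genotypes in the change of Dtd was 0.92 (standard error 0.15) and that of Sert 0.33 (standard error 0.13), of which the interaction test passed for Dtd.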

*Sert*, *Dtd*, *Slc25a36*, *Smct1*, *Chst4*, and *Mgst1 *have all not been identified yet as PPARα target genes. We conclude that PPARα is required for the adaptive response of a subset of genes.

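Without fasting, genes of fatty acid oxidation were already lower in PPARα-null mice. Acaa1b, a peroxisomal thiolase, had an intensity of 146 ± 23.4 in PPARα-null fed and 866 ± 161 in wild-type fed mice (SD, n = 3), a difference of −2.56 (standard error 0.16, adjusted p = 2.31e-06) on the log2 scale. Me1 had 106 ± 36.3 and 472 ± 159, and Retsat, which saturates retinol, 377 ± 4.39 and 1368 ± 168. Of 29 PPARα target genes 16 were lower and none was higher in PPARα-null fed mice, with a median difference of −0.39 and an adjusted p of 2.50e-28 from camera (adjusted p = 0.0132 with an estimated correlation). Over all genes 10 of them had an adjusted p under 0.05, and 18 when adjusted over the list alone. In fasted mice 14 of 27 were lower and 2 higher, with a median of −0.47 (adjusted p = 0.00208, or adjusted p = 0.420 with an estimated correlation). Among all genes 204 differed between the genotypes when fed, 84 higher and 120 lower in PPARα-null mice (48 and 173 with each array centred on its median, 107 and 96 without wild-type fed replicate 3). After fasting 2112 differed, 944 higher and 1129 lower, a balance that turned with quantile normalization (1121 and 1068) and with each array centred (1083 and 1033). Over a level of 100 these numbers were 106 and 1057, and 43 genes differed when fed at an adjusted p under 0.05. The mice were of different 129 substrains, so that these differences hold both genotype and substrain. From the genes that changed in wild-type and not in PPARα-null mice, the paper concludes that part of the response to fasting requires PPARα.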

## Conclusion

In this study we provide an overview of the effects of fasting on expression of transporter and phase I/II metabolism genes in the small intestine. Twenty-four hours of fasting had a high impact on gene expression of murine small intestinal transporter and phase I/II metabolism genes. In addition, we demonstrated that the effects on gene expression are dependent on the length of food deprivation. Affected processes can functionally be summarized as a) increased oxidation of fat and xenobiotics, b) increased activation of PPARα, c) increased cholesterol secretion, d) increased susceptibility to electrophilic stressors, and e) reduced intestinal motility. Finally, we showed that PPARα mediates a part of the adaptive response to fasting.

## Methods

### Animals

Pure bred wild-type (129S1/SvImJ) and PPARα-null (129S4/SvJae) mice [66] were purchased from Jackson Laboratories (Bar Harbor, ME) and bred at the animal facility of Wageningen University. Mice were housed in a light- and temperature-controlled facility and had free access to water and standard laboratory chow (RMH-B, Hope Farms, Woerden, the Netherlands). All animal studies were approved by the Local Committee for Care and Use of Laboratory Animals.

### Experimental design and tissue handling

Three to four month old male PPARα-null and wild-type mice were fasted for several time points up to 24 hours. Fasting experiments started at the onset of the light cycle. Mice were anaesthetized with a mixture of isofluorane (1.5%), nitrous oxide (70%) and oxygen (30%). Blood was collected via orbital puncture, plasma was obtained by centrifuging at 200 g for 10 minutes and stored at -80°C until use. The small intestines were excised, flushed with ice-cold PBS, and weighted. Remaining fat and pancreatic tissue was carefully removed and the small intestine was snap-frozen in liquid nitrogen and stored at -80°C until RNA isolation.

### RNA isolation and quality control

Total RNA was isolated from small intestinal samples using TRIzol reagent (Invitrogen, Breda, the Netherlands) according to the manufacturer's instructions. RNA was treated with DNAse and purified using the SV total RNA isolation system (Promega, Leiden, the Netherlands). Concentrations and purity of RNA samples were determined on a NanoDrop ND-1000 spectrophotometer (Isogen, Maarssen, the Netherlands). RNA integrity was checked on an Agilent 2100 bioanalyzer (Agilent Technologies, Amsterdam, the Netherlands) with 6000 Nano Chips according to the manufacturer's instructions. RNA was judged as suitable for array hybridization only if samples exhibited intact bands corresponding to the 18S and 28S ribosomal RNA subunits, and displayed no chromosomal peaks or RNA degradation products.

### Affymetrix GeneChip oligoarray hybridization and scanning

For microarray analyses, we used RNA isolated from the full-length small intestine. RNA was hybridized on an Affymetrix GeneChip Mouse Genome 430A array. This array detects 22,690 transcripts that represent 12,453 known genes. 

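Arrays of a group had similar overall levels and profiles. The median intensity was 12.73 to 12.81 in the wild-type fed arrays, 12.65 to 12.745 in the PPARα-null fed arrays, 11.1 to 11.3 in the wild-type fasted arrays and 11.05 to 11.15 in the PPARα-null fasted arrays (n = 3 each). Pearson's r across probe sets, on log2 values within a group, was 0.985 to 0.990, 0.985 to 0.994, 0.990 to 0.990 and 0.977 to 0.993 in the same order. PPARα-null fasted replicate 2 gave the lowest values, and it is also the fasted array with little signal from pancreas genes. The deposited descriptions of the 3 wild-type fasted samples name knockout mice while their titles say wild-type. The titles were followed, and Ppara separated the genotypes as titled in all 12 arrays.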

For each experimental group, three biological replicated were hybridized, thus in total 12 arrays were used. Detailed methods for the labeling and subsequent hybridizations are available on request. Arrays were scanned on a GeneChip Scanner 3000 (Affymetrix). Array data have been submitted to the Gene Expression Omnibus, accession number GSE6864.

### Analyses of microarray data

Scans of the Affymetrix arrays were processed using packages from the Bioconductor project [67]. 

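The deposited fed and fasted arrays of wild-type mice related differently to the means in the paper's additional files. Over the 260 expressed probe sets compared, the wild-type fasted means lay within 0.01 on the log2 scale of those in the additional files for 259, and the wild-type fed means for 1. The deposited fed means were higher by a median of 0.26 (SD 0.18). For 14 of these probe sets the offset of the fed mean departed from its median by more than a fold of 1.3. The fed intensities were written with at most 2 decimals in 100% of cases and the fasted ones in 0%. Fasting shifts of −0.28 in wild-type and −0.33 in PPARα-null mice were found, whereas the genotypes differed by 0.033 when fed and by −0.0055 when fasted.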

Expression levels of probe sets were estimated using the library GCRMA [68], where after differentially expressed probe sets were identified using linear models [69]. The library LIMMA implements an empirical Bayes method to assign differential gene expression, an approach repeatedly shown to be the most appropriate [70-73]. To compile a list of transporter and phase I/II metabolism genes present on the array, annotation information from Affymetrix (release of July 2006) was queried for SLC transporters, ABC transporters, CypP450s, the phase II metabolism enzymes glutathione S-transferases, sulfotransferases, epoxide hydrolases, aldo-keto reductases, N-acetyltransferases, and glucuronosyl transferases. Also glutathione reductase, glutathione synthetase, and glutathione peroxidases were included in this set. The final set consisted of 665 probesets, encoding for 436 unique genes (Table 1). 

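The filter on the wild-type fed group keeps 9370 probe sets for the counts of genes in both fasting comparisons. Gene lists took a mean over 20 in either group compared, so the measured members of a list can differ between the genotypes. For comparisons that involve other groups, a mean over 20 in either group compared was used, which kept 9560 probe sets for the genotypes when fed and 9217 when fasted. The interaction was tested over the 9874 probe sets with a mean over 20 in any of the 4 groups. Genes near this level include Ppara, Chst4 and Slc16a3, and the fasted mean of Slc16a3 was under 20. The share of probe sets over 20 was 38.0 to 39.0% in the fasted arrays.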

To study significantly expressed genes, only probesets with an expression value higher than 20 in the WT control group were selected for further analysis. This filtering was done after normalization. Probe sets that satisfied the criterion of >1.3 fold change with a p-value < 0.01 were considered to be significantly regulated. Of these, probe sets that were not changed in fasted PPARα-knockout mice, were designated PPARα regulated. Interpretations of functional outcomes of fasting focused on groups of genes that are known to be functionally related (i.e. participating in the same pathway or having a similar function). Although at first sight the fold change threshold may seem to be low, we could confirm all changes in gene expression identified on the microarray (Table 2). Moreover, we would like to stress that it is generally accepted that effects of nutritional interventions on gene expression are subtle, in contrast to pharmacological-type of interventions [74-76]. A clear example of this is found in Patsouris et al. [10], in which the effect of pharmacological, physiological, and nutritional intervention on expression of the same set of genes were compared.

### Quantitative Real-time PCR

Single-stranded complementary DNA (cDNA) was synthesized from 1 μg of total RNA using the Reverse transcription system (Promega, Leiden, The Netherlands) following the supplier's protocol. cDNA was PCR amplified with Platinum Taq DNA polymerase (all reagents were from Invitrogen). Primer sequences used in the PCR reaction were chosen based on the sequences available in GenBank. The sequence of primers used is available in Table 7. PCR was carried out using SYBR green on a MyIQ thermal cycler (Bio-Rad laboratories BV, Veenendaal, The Netherlands) with the following thermal cycling conditions: 8 min at 94°C, followed by 45 cycles of 94°C for 15 s and 60°C for 1 min. All samples were performed in duplicate and normalized to cyclophilin expression.

**Table 7:** Primer sequences.

**Gene symbol**	**Forward primer**	**Reverse primer**
*Abca1*	CCCAGAGCAAAAAGCGACTC	CCCAGAGCAAAAAGCGACTC
*Abcg8*	AGTGGTCAGTCCAACACTCTG	GAGACCTCCAGGGTATCTTGAA
*Chst4*	GTCTTTGATGCCTACATGAACCC	GTGGGCAGGGAAGAAGTCA
*Cyclophilin*	CAGACGCCACTGTCGCTTT	TGTCTTTGGAACTTTGTCTGCAA
*Cyp2j6*	TTAGCCACGATCTGGGCAG	CTGGGGGATAGTTCTTGGGG
*Cyp3a11*	TGAAACCACCAGTAGCACACTT	CAGGTATTCCATCTCCATCACA
*Cyp4a10*	ACCACAATGTGCATCAAGGAGGCC	AGGAATGAGTGGCTGTGTCGGGGAGAG
*Cyp27a1*	GCCTTGCACAAGGAAGTGACT	CGCAGGGTCTCCTTAATCACA
*Dtd*	AAGAGCAGCATGACCTCTCAC	CTGCCTCAAGTCAGTGCCT
*Fatp2*	ACAACATTCGTGCCAAGTCTCT	CTCCTCCACAGCTTCTTGTAGATC
*G6pt1*	GGCTACGGCTACTATCGCAC	AGGAGGGCATGACAAAGGAGA
*Gstm3*	CCCCAACTTTGACCGAAGC	GGTGTCCATAACTTGGTTCTCCA
*Mct4*	GAGGTGGTTCATACCCCGGAAA	ATATGAGCGTTGCCCAGTCTCT
*Mgst1*	TCGCACTGACGAGAAGGTG	TGCATGAGGGCTGTAGAGAGA
*Nadc1*	TCACAGCCTTCCTCTCCATGT	ACTATTGCCTTCCTCCACATCCT
*Slc25a28*	AGCATTGCGTGATGTACCCG	CCTGTTGCTGTGACGTTCA
*Slc25a36*	GTGAACCGAGTAGTGTCCCCT	CCTTGCAGTTTGAATAAGCAGC
*Sult1d1*	ATGTCTTCAGGAGGGAGTTAGTG	CATCAGGCCGGGCTTCAAA
*Zip4*	ATGCTCCCAAAGTCGGTCAC	CAGCGTATTTAACAGGCCGTC
*Znt2*	AACTGCCAGGCGTGCCAGGG	CCGTGGAGTGGTCCAGGCTGTG

### Free fatty acids and blood glucose levels

Free fatty acids were measured with the Free fatty acids half-micro test (Roche Diagnostics, Almere, The Netherlands) according to the manufacturer's instructions. Blood glucose levels were determined by the Accu-Chek Compact Glucose (Roche Diagnostics, Almere, The Netherlands) with 1 drop of blood obtained by orbital puncture.

## Authors' contributions

MM conceived the study and supervised its design and coordination. The design of the study was set up by HB, MB, and GH. JM hybridized the microarrays and was together with HB, MB and GH involved in experimental work. Microarray analysis was performed by GH, PG, and HB. HB drafted the manuscript and GH and MM participated in its preparation. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Expression of intestinal SLC transporters after a 24 hour fasting period**. This file contains the expression data, fold changes, and p-values for all SLC transporters in fed and 24 hours fasted mice. 

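The table gives a mean signal for fed and for fasted wild-type mice, a fold change and a p-value for each probe set of an SLC transporter. A signal of this kind is the summary of the short probes that match a transcript, after correction for background and for differences between arrays. It ranks the same probe set between groups better than it ranks different genes within a group, since probes differ in how strongly they bind. Slc25a3 had a deposited mean of 3875 ± 286 (SD, n = 3) in wild-type fed mice.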

Click here for file

Additional file 2 **Expression of intestinal detoxification enzymes after a 24 hour fasting period**. This file contains the expression data, fold changes, and p-values for all detoxification enzymes in fed and 24 hours fasted mice. 

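This table holds enzymes of phase I, which oxidize or hydrolyse their substrates, and of phase II, which couple them to glutathione, sulphate or glucuronic acid. Its columns are those of the transporter table, so that each line can be read as a level and a change. In wild-type fed mice Mgst3, a microsomal glutathione S-transferase, had a deposited mean of 2803 ± 255 (SD, n = 3), and Gsto1 one of 1586 ± 111.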

Click here for file

Additional file 3 **Expression of intestinal ABC transporters after a 24 hour fasting period**. This file contains the expression data, fold changes, and p-values for all ABC transporters in fed and 24 hours fasted mice. 

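ABC transporters use ATP to move lipids, drugs and conjugates across membranes, and some members (Abce1, Abcf1) act in translation and move nothing. The table gives the mean signals, fold change and p-value of each. In wild-type fed mice Abcg5 had a deposited mean of 1645 ± 138 and Abcd3 one of 1867 ± 73.9 (SD, n = 3).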

Click here for file

# Supplementary material for: Gene expression of transporters and phase I/II metabolic enzymes in murine small intestine during fasting
**Source:** BMC Genomics. 2007 Aug 7;8:267. doi: 10.1186/1471-2164-8-267
**Supplement:** Additional file 2 — Expression of intestinal detoxification enzymes after a 24 hour fasting period. This file contains the expression data, fold changes, and p-values for all detoxification enzymes in fed and 24 hours fasted mice.

#### N-acetyltransferases

#### sulfotransferases

# Supplementary material for: Gene expression of transporters and phase I/II metabolic enzymes in murine small intestine during fasting
**Source:** BMC Genomics. 2007 Aug 7;8:267. doi: 10.1186/1471-2164-8-267
**Supplement:** Additional file 3 — Expression of intestinal ABC transporters after a 24 hour fasting period. This file contains the expression data, fold changes, and p-values for all ABC transporters in fed and 24 hours fasted mice.

| Gene Symbol | Probe set ID | Expression signal normal fed mice | Expression signal 24h fasted mice | Fold change | P-value | Gene name                                                   |
|-------------|--------------|-----------------------------------|-----------------------------------|-------------|---------|-------------------------------------------------------------|
| Abca1       | 1421839_at   | 3.030                             | 3.346                             | 1.240       | 0.008   | ATP-binding cassette, sub-family A (ABC1), member 1         |
| Abca1       | 1421840_at   | 5.659                             | 6.872                             | 2.320       | 0.000   | ATP-binding cassette, sub-family A (ABC1), member 1         |
| Abca1       | 1450392_at   | 2.871                             | 3.134                             | 1.200       | 0.033   | ATP-binding cassette, sub-family A (ABC1), member 1         |
| Abca2       | 1449302_at   | 2.592                             | 2.495                             | 0.935       | 0.367   | ATP-binding cassette, sub-family A (ABC1), member 2         |
| Abca3       | 1425496_at   | 4.815                             | 4.767                             | 0.967       | 0.759   | ATP-binding cassette, sub-family A (ABC1), member 3         |
| Abca3       | 1451731_at   | 6.648                             | 6.768                             | 1.090       | 0.392   | ATP-binding cassette, sub-family A (ABC1), member 3         |
| Abca3       | 1451869_at   | 2.250                             | 2.479                             | 1.170       | 0.048   | ATP-binding cassette, sub-family A (ABC1), member 3         |
| Abca4       | 1449588_at   | 1.976                             | 1.949                             | 0.982       | 0.819   | ATP-binding cassette, sub-family A (ABC1), member 4         |
| Abca7       | 1419238_at   | 5.055                             | 4.865                             | 0.877       | 0.166   | ATP-binding cassette, sub-family A (ABC1), member 7         |
| Abca8a      | 1427371_at   | 3.249                             | 3.683                             | 1.350       | 0.048   | ATP-binding cassette, sub-family A (ABC1), member 8a        |
| Abca8b      | 1427546_at   | 2.363                             | 2.432                             | 1.050       | 0.440   | ATP-binding cassette, sub-family A (ABC1), member 8b        |
| Abcb1a      | 1419758_at   | 8.166                             | 8.243                             | 1.050       | 0.737   | ATP-binding cassette, sub-family B (MDR/TAP), member 1A     |
| Abcb1a      | 1419759_at   | 9.139                             | 9.104                             | 0.976       | 0.886   | ATP-binding cassette, sub-family B (MDR/TAP), member 1A     |
| Abcb1b      | 1418872_at   | 2.632                             | 2.773                             | 1.100       | 0.265   | ATP-binding cassette, sub-family B (MDR/TAP), member 1B     |
| Abcb1b      | 1449594_at   | 2.950                             | 2.968                             | 1.010       | 0.907   | ATP-binding cassette, sub-family B (MDR/TAP), member 1B     |
| Tap1        | 1416016_at   | 7.273                             | 7.076                             | 0.872       | 0.390   | transporter 1, ATP-binding cassette, sub-family B (MDR/TAP) |
| Tap1        | 1448177_at   | 2.368                             | 2.213                             | 0.898       | 0.168   | transporter 1, ATP-binding cassette, sub-family B (MDR/TAP) |
| Tap2        | 1453913_a_at | 5.644                             | 5.307                             | 0.792       | 0.052   | transporter 2, ATP-binding cassette, sub-family B (MDR/TAP) |
| Abcb4       | 1449818_at   | 2.744                             | 2.726                             | 0.988       | 0.894   | ATP-binding cassette, sub-family B (MDR/TAP), member 4      |
| Abcb6       | 1422524_at   | 5.231                             | 5.138                             | 0.938       | 0.490   | ATP-binding cassette, sub-family B (MDR/TAP), member 6      |
| Abcb7       | 1419931_at   | 2.973                             | 2.780                             | 0.874       | 0.160   | ATP-binding cassette, sub-family B (MDR/TAP), member 7      |
| Abcb7       | 1427490_at   | 4.014                             | 4.013                             | 1.000       | 0.998   | ATP-binding cassette, sub-family B (MDR/TAP), member 7      |
| Abcb7       | 1435006_s_at | 6.883                             | 6.601                             | 0.822       | 0.012   | ATP-binding cassette, sub-family B (MDR/TAP), member 7      |
| Abcb8       | 1422015_a_at | 4.736                             | 4.438                             | 0.813       | 0.044   | ATP-binding cassette, sub-family B (MDR/TAP), member 8      |
| Abcb8       | 1423713_at   | 4.407                             | 4.166                             | 0.846       | 0.048   | ATP-binding cassette, sub-family B (MDR/TAP), member 8      |
| Abcb9       | 1416263_at   | 3.259                             | 3.171                             | 0.941       | 0.401   | ATP-binding cassette, sub-family B (MDR/TAP), member 9      |
| Abcb9       | 1416264_at   | 2.812                             | 2.729                             | 0.944       | 0.421   | ATP-binding cassette, sub-family B (MDR/TAP), member 9      |
| Abcb9       | 1430394_a_at | 2.709                             | 2.760                             | 1.040       | 0.684   | ATP-binding cassette, sub-family B (MDR/TAP), member 9      |
| Abcb10      | 1416402_at   | 3.798                             | 3.798                             | 1.000       | 0.999   | ATP-binding cassette, sub-family B (MDR/TAP), member 10     |
| Abcb10      | 1416403_at   | 2.903                             | 2.818                             | 0.943       | 0.386   | ATP-binding cassette, sub-family B (MDR/TAP), member 10     |
| Abcb10      | 1454265_a_at | 1.663                             | 1.557                             | 0.929       | 0.239   | ATP-binding cassette, sub-family B (MDR/TAP), member 10     |
| Abcb11      | 1449817_at   | 1.539                             | 1.537                             | 0.999       | 0.986   | ATP-binding cassette, sub-family B (MDR/TAP), member 11     |
| Abcc1       | 1421378_s_at | 2.294                             | 2.116                             | 0.884       | 0.135   | ATP-binding cassette, sub-family C (CFTR/MRP), member 1     |
| Abcc1       | 1452233_at   | 3.652                             | 3.488                             | 0.892       | 0.179   | ATP-binding cassette, sub-family C (CFTR/MRP), member 1     |
| Abcc2       | 1450109_s_at | 4.913                             | 4.560                             | 0.783       | 0.126   | ATP-binding cassette, sub-family C (CFTR/MRP), member 2     |
| Abcc3       | 1428988_at   | 8.074                             | 7.361                             | 0.610       | 0.024   | ATP-binding cassette, sub-family C (CFTR/MRP), member 3     |
| Abcc5       | 1418042_a_at | 2.999                             | 3.022                             | 1.020       | 0.865   | ATP-binding cassette, sub-family C (CFTR/MRP), member 5     |
| Abcc5       | 1418043_at   | 1.735                             | 1.810                             | 1.050       | 0.430   | ATP-binding cassette, sub-family C (CFTR/MRP), member 5     |

| Gene Symbol | Probe set ID | Expression signal 0h | Expression signal 24h | Fold change | P-value | Gene name                                                |
|-------------|--------------|----------------------|-----------------------|-------------|---------|----------------------------------------------------------|
| Abcc5       | 1427565_a_at | 2.792                | 2.758                 | 0.977       | 0.780   | ATP-binding cassette, sub-family C (CFTR/MRP), member 5  |
| Abcc5       | 1435683_a_at | 4.286                | 4.489                 | 1.150       | 0.190   | ATP-binding cassette, sub-family C (CFTR/MRP), member 5  |
| Abcc5       | 1435684_at   | 2.849                | 2.875                 | 1.020       | 0.763   | ATP-binding cassette, sub-family C (CFTR/MRP), member 5  |
| Abcc5       | 1435685_x_at | 2.693                | 2.697                 | 1.000       | 0.965   | ATP-binding cassette, sub-family C (CFTR/MRP), member 5  |
| Abcc5       | 1438056_x_at | 2.546                | 2.620                 | 1.050       | 0.517   | ATP-binding cassette, sub-family C (CFTR/MRP), member 5  |
| Abcc6       | 1421212_at   | 2.143                | 2.151                 | 1.010       | 0.929   | ATP-binding cassette, sub-family C (CFTR/MRP), member 6  |
| Abcc8       | 1455765_a_at | 3.388                | 3.495                 | 1.080       | 0.596   | ATP-binding cassette, sub-family C (CFTR/MRP), member 8  |
| Abcc9       | 1420408_a_at | 2.498                | 2.696                 | 1.150       | 0.093   | ATP-binding cassette, sub-family C (CFTR/MRP), member 9  |
| Abcc10      | 1428009_a_at | 3.314                | 3.091                 | 0.857       | 0.341   | ATP-binding cassette, sub-family C (CFTR/MRP), member 10 |
| Abcd1       | 1418838_at   | 8.392                | 8.174                 | 0.860       | 0.125   | ATP-binding cassette, sub-family D (ALD), member 1       |
| Abcd2       | 1419748_at   | 1.985                | 2.088                 | 1.070       | 0.339   | ATP-binding cassette, sub-family D (ALD), member 2       |
| Abcd3       | 1416679_at   | 10.760               | 10.665                | 0.936       | 0.340   | ATP-binding cassette, sub-family D (ALD), member 3       |
| Abcd4       | 1419572_a_at | 4.353                | 4.369                 | 1.010       | 0.883   | ATP-binding cassette, sub-family D (ALD), member 4       |
| Abcd4       | 1427829_at   | 1.513                | 1.511                 | 0.999       | 0.983   | ATP-binding cassette, sub-family D (ALD), member 4       |
| Abce1       | 1416014_at   | 3.902                | 3.683                 | 0.859       | 0.174   | ATP-binding cassette, sub-family E (OABP), member 1      |
| Abce1       | 1416015_s_at | 5.621                | 5.736                 | 1.080       | 0.378   | ATP-binding cassette, sub-family E (OABP), member 1      |
| Abcf1       | 1420157_s_at | 7.112                | 7.138                 | 1.020       | 0.824   | ATP-binding cassette, sub-family F (GCN20), member 1     |
| Abcf1       | 1420158_s_at | 2.789                | 2.608                 | 0.882       | 0.091   | ATP-binding cassette, sub-family F (GCN20), member 1     |
| Abcf1       | 1426921_at   | 3.819                | 3.872                 | 1.040       | 0.561   | ATP-binding cassette, sub-family F (GCN20), member 1     |
| Abcf1       | 1427444_at   | 1.734                | 1.797                 | 1.040       | 0.477   | ATP-binding cassette, sub-family F (GCN20), member 1     |
| Abcf1       | 1452236_at   | 4.391                | 4.506                 | 1.080       | 0.431   | ATP-binding cassette, sub-family F (GCN20), member 1     |
| Abcf1       | 1452429_s_at | 4.753                | 4.585                 | 0.890       | 0.112   | ATP-binding cassette, sub-family F (GCN20), member 1     |
| Abcf2       | 1423863_at   | 3.896                | 3.811                 | 0.943       | 0.426   | ATP-binding cassette, sub-family F (GCN20), member 2     |
| Abcf3       | 1426747_at   | 4.801                | 4.819                 | 1.010       | 0.893   | ATP-binding cassette, sub-family F (GCN20), member 3     |
| Abcf3       | 1426748_s_at | 2.717                | 2.672                 | 0.969       | 0.615   | ATP-binding cassette, sub-family F (GCN20), member 3     |
| Abcf3       | 1452177_at   | 2.432                | 2.431                 | 0.999       | 0.987   | ATP-binding cassette, sub-family F (GCN20), member 3     |
| Abcg1       | 1423570_at   | 3.712                | 3.712                 | 1.000       | 0.999   | ATP-binding cassette, sub-family G (WHITE), member 1     |
| Abcg2       | 1422906_at   | 9.955                | 10.054                | 1.070       | 0.310   | ATP-binding cassette, sub-family G (WHITE), member 2     |
| Abcg3       | 1421168_at   | 2.832                | 2.646                 | 0.879       | 0.150   | ATP-binding cassette, sub-family G (WHITE), member 3     |
| Abcg3       | 1450141_at   | 2.485                | 2.557                 | 1.050       | 0.584   | ATP-binding cassette, sub-family G (WHITE), member 3     |
| Abcg4       | 1424437_s_at | 1.341                | 1.248                 | 0.937       | 0.336   | ATP-binding cassette, sub-family G (WHITE), member 4     |
| Abcg4       | 1427732_s_at | 2.123                | 2.203                 | 1.060       | 0.370   | ATP-binding cassette, sub-family G (WHITE), member 4     |
| Abcg5       | 1419393_at   | 10.474               | 10.853                | 1.300       | 0.014   | ATP-binding cassette, sub-family G (WHITE), member 5     |
| Abcg8       | 1420656_at   | 7.611                | 8.463                 | 1.810       | 0.000   | ATP-binding cassette, sub-family G (WHITE), member 8     |

How the deposited data were processed for this re-analysis (not part of the article)

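Small intestines of wild-type and PPARα-null mice, fed or fasted for 24 h, had been profiled on mouse 430A arrays, with 3 biological replicates and 3 arrays in each of the 4 groups, 12 arrays in all. Whether a replicate pools several mice is not given in the sources used here. The intensity values are those deposited by the authors, who made them with GCRMA (version 2.20 in the sample labels), that is, by background correction, quantile normalization and a summary per probe set. They are on the linear scale. Fed arrays share nearly 1 distribution of values and fasted arrays another, and the 2 sets are written with different numbers of decimals.

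Values were taken to log2 in R 4.3.3. Of 22690 probe sets, those with exactly 1 gene symbol (20393) could name a gene, and those with several symbols (691) or none (1606) were kept in the fit and left out of the counts of genes. A gene counts once if any of its probe sets passes, and genes whose probe sets passed in opposite directions are counted apart. Models with 1 mean per group were fitted with limma 3.58.1 (lmFit and eBayes) to all 12 arrays. The contrasts were fasted minus fed in each genotype, PPARα-null minus wild-type in each feeding state, and the difference between the fasting responses (wild-type minus PPARα-null, called the interaction). As in the paper's methods, a probe set changed at an unadjusted p under 0.01 and a fold over 1.3, among those with a mean over 20 in wild-type fed mice. Genotype contrasts took a mean over 20 in either group compared, and the interaction, in any of the 4 groups with an adjusted p under 0.05. Adjusted p-values are Benjamini-Hochberg values over the probe sets so kept. PPARα dependence follows the paper's rule of a change in wild-type and none in PPARα-null mice. Transporters and phase I/II metabolism genes are those of the paper's additional files 1 to 3.

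The expressed probe sets had a common median shift of −0.32 between fed and fasted arrays. Because it exceeds 0.1, the contrasts of fasting were tested relative to this single constant, in both genotypes alike. This departs from the fit written beforehand, which had no such term. That a shift would be removed followed from the distributions of the arrays, and that 1 constant was used for both genotypes was chosen after the first counts had been seen. Values of the fit without it are called "as deposited", and in it each change upon fasting, and each median of a list, is lower by 0.32. Genotype contrasts and the interaction do not depend on it.

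Gene lists were written from general knowledge, and families were defined by symbol, before the data were examined, as were the model, the thresholds, the rule for named genes and the alternatives, apart from those said below to be added. A list was tested with limma's camera on 1 probe set per gene, the one with the highest mean, with a preset correlation of 0.01 and with an estimated correlation beside it. Members measured were those with a mean over 20 in either group compared, or in any group for the interaction, so they can differ between the genotypes. Lists with fewer than 5 measured members were not tested, and p-values were adjusted over all lists and families of a contrast. Beside each list stand the members with an adjusted p under 0.05, adjusted over all genes and over the list alone.

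Named genes are every gene in the paper's Tables 2 to 6 or named with array data in its results, whose values in the paper's tables had been seen, and Ppara. To these come the 12 largest rises and 12 largest falls upon fasting in wild-type mice, 6 and 6 in PPARα-null mice, 8 and 8 of the interaction and 5 and 5 of each genotype contrast. Genes of the fasting and genotype contrasts also had to have an adjusted p under 0.05 and no overlap between the arrays of the groups. In each list up to 4 called members with the largest rise, up to 4 with the largest fall and up to 3 of the most abundant expressed members that were not called were named. Where a gene was named outside this rule, the text says that its values had been seen.

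The alternatives were a fit of only the groups compared, no filter on level, a level over 20 in either group or over 100, the filter before eBayes, an adjusted p under 0.05 (0.1 for the interaction), a fold of at least 1.25, trended and robust variances, array weights, quantile normalization, each array centred on its median, 1 probe set per gene, no probe sets ending in _s_at or _x_at, replicate number as a block, other rules of PPARα dependence, other tests of lists, and each array left out in turn. Where leaving out an array left 2 in a group, the spread was shared with the other groups. Added after the data had been seen were the fit as deposited, the amount of pancreas signal as a covariate, PPARα-null fasted replicates 1 and 3 left out together, and fed values moved to the paper's fed means. The paper gives these means for wild-type mice alone, so PPARα-null fed values were moved by the wild-type offset, which is an assumption.

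The pipeline was tested on simulated data. A planted shift of −0.3 was found as −0.298. Of 1000 planted changes of 1 on the log2 scale 97.3% were called, and of 300 planted interactions 85.3%. Of unchanged probe sets 0.658% were called, against 17.3% with no shift removed. The planted shift was 1 constant, as the model assumes, so these shares do not cover offsets that differ between probe sets. The deposited fed means hold such offsets (SD 0.18), and the share for smaller changes is not given. Raw array images, the polymerase chain reaction measurements and the paper's other time points were not analysed here. With 3 arrays per group, their number limits the precision of each value.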

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

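The model, the lists and the alternatives, apart from those described above as added, were set before the data were examined. The tests of single arrays and of other splits of the arrays were set before their results were seen. That of heat shock genes was set before its median but after the changes of Hspa1b, 1 of its 9 genes, and of Cirbp had been seen. The other tests in this part, the pancreas covariate among them, were chosen after the results were seen.

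Transcripts of the exocrine pancreas, which the paper does not discuss, were high in the fasted arrays: in wild-type mice the list had a median change of 5.34, with Cela2a at 6.82, Cela3b 6.76, Ctrb1 6.46, Ctrl 5.57, Cela1 5.39, 2210010C04Rik 5.31, Prss2 5.29, Cel 5.02, Sycn 4.66 and Rnase1 4.31 on the log2 scale, and mean intensities in fasted mice up to 4461 (Cela3b), 3096 (2210010C04Rik) and 2445 (Cela2a). Induction by fasting would raise them in each fasted array. In PPARα-null fasted replicate 2 the median of 13 pancreas genes lay 0.16 above the median of the fed arrays. That is under wild-type fed replicate 1 (1.73) and PPARα-null fed replicate 3 (1.02), but 1 array does not decide about induction. Tissue carried over with the intestine would vary from array to array, and the PPARα-null fasted arrays spanned 6.89 log2 units, so that carried-over tissue is a candidate explanation there. Over the 5 fasted arrays that hold this signal, differences of the pancreas genes between arrays had an SD of at most 0.456. The genes thus kept nearly constant proportions, as carried-over tissue would give, although this does not exclude induction. In wild-type mice the lowest rise of an array was 5.38, and induction and carried-over tissue cannot be told apart because each array is high. The methods say that pancreatic tissue was removed, and the intestine also expresses 3 of the 16 genes (Zg16, Spink1 and Pnliprp2). Without wild-type fed replicate 1 the genes named here other than 2210010C04Rik and Rnase1 lost their calls. Cela3b lost its call without any 1 wild-type array (changes from 5.43 to 8.59), and 2210010C04Rik without wild-type fed replicate 2 or 3 or wild-type fasted replicate 1. The median of the 13 genes was 1.73 in wild-type fed replicate 1, against −0.14 and −0.17 in replicates 2 and 3. A call lost without replicate 1 therefore does not show a smaller rise, and whether the level filter took these genes out was not examined.

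More genes changed upon fasting in PPARα-null mice (2934) than in wild-type mice (1325), and the responses differed between the groups by the interaction test, with 1810 genes, and by the genotype contrast in fasted mice, with 2112. Separate normalization of fed and fasted arrays would leave fasted arrays of the genotypes alike, and in a fit of these alone 2041 genes differed (223 among fed arrays), while at least 2727 genes changed in PPARα-null mice without any 1 array, which argues against this and against a single deviating array as the whole account. With the pancreas amount as a covariate 2396 genes changed in PPARα-null and 1054 in wild-type mice. In these fits 1788 genes passed the interaction and 2109 differed between the fasted genotypes. These fits cannot decide how far pancreatic tissue accounts for the difference, because 1 fasted array alone has little pancreas signal, and it is not a wild-type one. Transcript ends or RNA quality may contribute. Of the genes with several called probe sets, 13.7% had them in opposite directions in PPARα-null mice (76 of 556). In wild-type mice the share was 4.64% (7 of 151). Another hour of killing stays open, with a median difference of 1.27 in 7 clock genes of the Nr1d1 arm and 0.74 in 5 of the Arntl arm where opposite signs would be its mark, as in fed mice (−0.58 and 0.36), and so does a lower body temperature, with −0.29 in 9 heat shock genes, as too few genes decide either. A stress response of mice that lack PPARα, or of their 129 substrain, is the biological candidate and was not tested.

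Most probe sets read lower in the fasted arrays of both genotypes. Processing of fed and fasted arrays in separate runs would account for this, and the wild-type fasted means of 259 of 260 probe sets lay within 0.01 of the paper's while 1 of the fed means did. The deposited wild-type fed means were higher than the paper's by a median of 0.26, nearly as much as the wild-type shift of −0.28. A lower messenger RNA content of the fasted intestine is thus not needed for most of the shift in wild-type mice. Whether the content was lower stays open, because quantile normalization within a run would hide it. The 64 control probe sets had a median change of −0.119, less than the shift.

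Other splits of the arrays into groups of the same sizes were tried for each count. For the 1325 genes changed in wild-type mice, the 64 transporters and phase I/II metabolism genes, the 2934 genes changed in PPARα-null mice, the 204 and 2112 genes that differ between genotypes and the 18 and 15 lists, the highest other split gave 206, 15, 59, 172, 83, 14 and 11, and in each case 1 split, the real one, gave as many, and 10 splits are too few for a share under 0.05. For the 22 PPARα-dependent genes 8 of 100 splits gave as many (highest other 26), and the others gave at most 11. Whether these 8 share a grouping of the fasted arrays was not examined. Their share therefore decides nothing, and chance is not excluded. For the 1810 genes of the interaction 3 of 100 did (highest other 1847), but the 8 splits that keep the fasted arrays in their genotypes gave 1558 to 1847 genes while the other 92 gave 0 to 1, so the count follows the grouping of the 6 fasted arrays, and its 10 ways are too few for a share under 0.05. For the 7 lists of the interaction 64 of 100 did (highest other 18), so chance is not excluded.

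The interaction test, a difference between genotypes that the paper did not test, was passed with a more positive response in wild-type mice by Nfe2l2 (4.74), Irgm2 (3.89), Parp14 (3.32), Trmt1l (3.29), Tardbp (3.26), Tmem140 (3.19), Fam136a (2.95) and Nat8f4 (2.84), all by a fall in PPARα-null mice, although Tardbp has another probe set that rose in both genotypes. It was passed with a more positive response in PPARα-null mice by Nr1d1 (−3.46), Ces1d (−3.23), Slc20a1 (−2.63), Cirbp (−2.55), Pdk4 (−2.52), Mtf1 (−2.25), Ddit4 (−2.15) and Pmaip1 (−2.14), with adjusted p-values from 8.66e-08 (Fam136a) to 0.00241 (Slc20a1) over these genes, and another probe set of Mtf1 fell in PPARα-null mice.

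Lists that differed between the genotypes by the interaction test were those of glucocorticoid-induced genes (median −1.51), the circadian clock (−0.91), the unfolded protein response (0.53, adjusted p = 8.52e-04), crypt stem cells (0.67, adjusted p = 0.0197), adipose tissue (−1.0, adjusted p = 0.0174), fibroblasts (−0.45, adjusted p = 0.0405) and smooth muscle (−0.42, adjusted p = 0.0437). With an estimated correlation none passed, at adjusted p-values up to 0.746. The smooth muscle and fibroblast lists also did not pass with quantile normalization, with each array centred, with fry, or without wild-type fed replicate 2 or wild-type fasted replicate 1, nor without PPARα-null fed replicate 2 or PPARα-null fasted replicate 3 (smooth muscle, up to 0.181) and PPARα-null fed replicate 3 or PPARα-null fasted replicate 1 (fibroblasts, up to 0.0819). Smooth muscle, called in 3 of 10 settings, was also lost with no filter on level, over a level of 100 and without probe sets ending in _s_at or _x_at, and adipose tissue with no filter.

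Genes that the paper does not discuss and that passed in wild-type mice, with 3 arrays per group, were Mt2 (3.33) and Acot1 (2.66) upward, and Scd2 (−3.16), Hspa1b (−2.49), Hsd17b6 (−2.36), Ubd (−2.19), Fam151a (−2.14), Cyp2c55 (−1.75), Ces1g (−1.72), Slpi (−1.71), Npl (−1.69), Sgk2 (−1.67) and Gda (−1.59) downward. Ubd did not pass without wild-type fed replicate 2, wild-type fasted replicate 1 or wild-type fasted replicate 2 (−2.44 to −1.82).

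Lists outside the paper's discussion also passed camera in wild-type mice. Cytosolic ribosomal protein genes had a median of 0.29 with 6 of 32 rising, Rpl37 (0.58) among them, and −0.029 as deposited (adjusted p = 9.29e-08). Cell cycle genes had −0.29 with 6 of 29 falling, Rrm1 (−0.83) among them, and 1 rising (adjusted p = 2.56e-04). Interferon and antigen presentation genes had −0.28 with 5 of 25 falling, H2-Eb1 (−0.72) among them (adjusted p = 0.00127). Fry did not call the lists of interferon, the unfolded protein response and oxidative phosphorylation, and with the pancreas covariate the unfolded protein response and glucocorticoid lists and the glutathione S-transferase family did not pass. Macrophage and mast cell markers had −0.43 with 1 of 5 falling (adjusted p = 0.0213, or 0.108 without wild-type fasted replicate 2, and not passed with no filter on level). Genes of the unfolded protein response had −0.13 with 3 of 20 falling, Hyou1 (−1.17) among them (adjusted p = 0.0246, and up to 0.0937 without wild-type fed replicate 3 or wild-type fasted replicate 2). Oxidative phosphorylation genes had −0.071 with 2 of 44 falling (adjusted p = 0.0108, and up to 0.0636 without wild-type fed replicate 2, wild-type fed replicate 3 or wild-type fasted replicate 1). Glucocorticoid-induced genes had 0.47, Fkbp5 (2.35) among the rises (adjusted p = 0.0231, or 0.0554 without wild-type fed replicate 1). Smooth muscle and fibroblast markers, at −0.53 and −0.29, are described beside the paper's remark on tissue. None of these passed with an estimated correlation, at adjusted p-values from 0.359 (ribosomal proteins) to 0.614 (oxidative phosphorylation). Members at an adjusted p under 0.05, over all genes and when adjusted over the list alone, numbered 21 and 26 for ribosomal proteins, 9 and 9 for the cell cycle, 6 and 6 for interferon, 2 and 3 for macrophages, 3 and 2 for the unfolded protein response, 5 and 1 for oxidative phosphorylation and 5 and 6 for glucocorticoids.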

How the results depend on the processing

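The fit as deposited, the pancreas covariate, the omission of PPARα-null fasted replicates 1 and 3 together and the fed values moved to the paper's means were tests chosen after the data had been seen. Signal over background limits genes near a level of 20, whose number follows the filter. With no filter on level 2516 genes changed in wild-type mice, 107 of them transporters and phase I/II metabolism genes, with 5242 in PPARα-null mice and 37 PPARα-dependent genes. Nearly all of the added genes rose (1881 against 746 in wild-type, 3298 against 1239 in PPARα-null mice), which more tests alone would not give. The shift removed, −0.32, was the median of expressed probe sets, while 64 control probe sets had a median change of −0.119. A constant too large for low levels would add rises there. Over a level of 100, rises and falls in wild-type mice numbered 306 and 311. The shift at low levels itself was not tested. Over a level of 100, fewer are tested and the numbers were 617, 41 and 1493, with 106 and 1057 for the genotypes when fed and when fasted, 1037 for the interaction and 4 lists differing between the genotypes. As deposited 2433 genes changed in wild-type mice, since each change then includes the shift, and 815 of these were also called relative to it. Among 1313 genes called with quantile normalization, 1137 were.

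An adjusted p under 0.05 gave 43 genes for the genotypes when fed, by its stricter threshold. An interaction p under 0.01 as the rule of dependence gave 14 genes, the pancreas covariate 13, and fed values at the paper's means 40 transporters and phase I/II metabolism genes. Array weights gave 12 lists of the interaction, and fry more lists in PPARα-null mice than camera. For these the cause was not tested. With an estimated correlation camera called 0 lists in wild-type mice, 0 in PPARα-null mice and 0 for the interaction, while 5, 5 and 4 had an unadjusted p under 0.05 and fry called 26, 28 and 8.

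Leaving out 1 array in turn gave 1157 to 1419 genes in wild-type mice, 51 to 75 transporters and phase I/II metabolism genes, 2727 to 2842 genes in PPARα-null mice, 1534 to 1744 for the interaction, 191 to 244 and 1930 to 2052 for the genotypes when fed and fasted, and 16 to 19 and 13 to 15 lists. PPARα-dependent genes numbered 14 without wild-type fed replicate 3 or wild-type fasted replicate 1 and 29 without wild-type fasted replicate 2. Lists of the interaction numbered 5 without wild-type fed replicate 2 or wild-type fasted replicate 1, 12 without wild-type fed replicate 1 and 13 without wild-type fasted replicate 2. The correlation of the genotypes' responses was 0.606 without wild-type fed replicate 1 and 0.690 without PPARα-null fasted replicate 2, with an SD of 0.0217 over the omissions. With PPARα-null fasted replicates 1 and 3 left out together, 1 array stays in that group, so that no count is read from that fit. Replicate numbers did not pair the arrays: r between group-centred profiles was −0.197 to 0.234 for the same number (18 pairs) and −0.343 to 0.283 for others (36 pairs), and as a block they gave 1317 genes in wild-type mice, 66 transporters and phase I/II metabolism genes, 2929 genes in PPARα-null mice, 24 PPARα-dependent genes and 1733 for the interaction. With the pancreas covariate 1054 genes changed in wild-type mice, 872 of them called without it too.

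Lists called in each setting but the estimated correlation were 10 of 18 in wild-type mice, 6 of 15 in PPARα-null mice and 4 of 7 for the interaction. For named genes, called or not and all contrasts together, the outcome stayed in 622 cases with quantile normalization, while calls ended in 48 and were gained in 4. As deposited the numbers were 349, 71 and 36, and with trended and robust variances 636, 37 and 1.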

Differences from the paper's values

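The pancreas covariate, the fit as deposited, the fed values moved to the paper's means, the omission of PPARα-null fasted replicates 1 and 3 together and the comparison of called probe sets with the additional files were tests chosen after the values were seen, and the other alternatives named in this part were set before the data were examined.

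In wild-type mice 1325 genes changed, against the paper's 713. Over a level of 100 (617) and with 1 probe set per gene (1027) the difference is within a factor of 1.5, and under the other alternatives set beforehand it is not, from 1157 without wild-type fasted replicate 1 to 2516 with no filter on level. The pancreas covariate also brings it within that factor (1054), was chosen after seeing the values and calls 26 of the 32 genes in the paper's tables, against 30 here. The fit as deposited gives 2433.

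Of transporters and phase I/II metabolism genes 64 changed, against the paper's 33. Over a level of 100 the number is 41, a setting that calls 22 of the 32 genes in the paper's tables where 30 are called here, and under the other alternatives set beforehand it stays beyond a factor of 1.5, from 51 without wild-type fasted replicate 1 to 107 with no filter. Fed values moved to the paper's means give 40 and the pancreas covariate 45, both chosen after seeing the values, and these call 30 and 26 of the 32 genes. Of the 69 probe sets called here, 37 do not meet the thresholds with the fold and p of the paper's additional files, among them those of Slc30a9 (0.636-fold here, 0.94 there), Abce1 (0.693 and 1.08) and Abcf1 (1.52 and 1.02).

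For SLC transporters the count was 29, against the paper's 16. It comes within a factor of 1.5 over a level of 100 (15) and with 1 probe set per gene (22), and not under the other alternatives set beforehand (25 to 53). Fed values moved to the paper's means give 16 and the covariate 24, again chosen after seeing the values. Slc40a1 is not called in either, as here, and Slco2a1 and Slc35c1 not with the covariate. Cytochrome P450 genes numbered 9, against the paper's 5, and 7 over a level of 100, with 8 to 17 under the other alternatives set beforehand. With fed values moved to the paper's means, chosen after seeing the values, they number 5 and drop Cyp3a11.

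By the paper's rule 22 genes were PPARα dependent, against the paper's 8, and no setting comes within a factor of 1.5, with 14 to 37 under the alternatives set beforehand and 13 to 27 under those added. The fold of Slc5a8 was 2.58, against 1.45 in the paper's additional file. The fold as deposited, 2.07, is within a factor of 1.5 and was run as an alternative after the values were seen, while quantile normalization (2.51), centring (2.54) and the omission of single arrays (2.46 to 2.68) leave the difference. For the other 35 of the 36 probe sets in Tables 3 to 5 the folds lay within 1.5 times the paper's or within the larger of the 2 errors, and the 36 moved in the paper's direction.

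The paper reports Slc40a1 and Gstp1 as changed, and neither was called. Slc40a1 was called as deposited and without wild-type fed replicate 1, PPARα-null fed replicate 3 or wild-type fasted replicate 2. Gstp1 was called with a fold of at least 1.25, array weights, quantile normalization, centring, as deposited, with the covariate, with fed values moved to the paper's means, and without wild-type fed replicate 1, wild-type fasted replicate 2 or PPARα-null fasted replicates 1 and 3 together. The other 30 of its 32 genes were called, Slco2a1 by another probe set than the one in Table 3, which passed without wild-type fasted replicate 2. Without that array the 32 were called.

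Of the 8 genes in Table 6, Slc5a8 and Slc26a2 were also called in PPARα-null mice, upward and downward, and the other 6 met the rule. Of these, Abca1 did not meet it with trended and robust variances, over a level of 100, as deposited, or without wild-type fed replicate 2 or 3, PPARα-null fed replicate 3 or wild-type fasted replicate 1 or 3. Mgst1 did not with a fold of at least 1.25, quantile normalization, centring, as deposited, with the covariate or without PPARα-null fasted replicate 1. Chst4 did not over a level of 100, with quantile normalization, as deposited or with the covariate, Cyp4a10 not with 1 probe set per gene or without probe sets ending in _s_at or _x_at, and Slc6a4 not as deposited. An interaction p under 0.01 as the rule left out Slc6a4, Mgst1, Chst4 and Abca1, no PPARα-null p under 0.05 in the same direction Slc6a4 and Mgst1, and a PPARα-null fold under 1.3 Abca1. Slc5a8 met the rule with fed values moved to the paper's means, where PPARα-null fed values were assumed to share the wild-type offset. Slc26a2 met it with array weights, quantile normalization, centring and the covariate. Slc26a2 also met it without wild-type fed replicate 1, PPARα-null fed replicate 3 or PPARα-null fasted replicate 1. It was dependent too by the rules of an interaction p under 0.01 and of no PPARα-null p under 0.05 in the same direction. The paper finds no gene suppressed through PPARα, while 10 genes met its rule with a fall here. These numbered 3 without wild-type fed replicate 3 and with the pancreas covariate, 4 without wild-type fasted replicate 1, 5 without wild-type fed replicate 2, 15 without wild-type fed replicate 1 or wild-type fasted replicate 2 and 24 as deposited. The interaction passed for Gstm1, Gstm2 and Gsta3.

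Beyond the glutathione S-transferases the paper lists 3 changed phase II genes, and 8 changed here, among them Ugt2b5, Ephx1 and Gpx2. Glutathione S-transferases numbered 12, against 6 in the paper's Table 4, and ABC transporters 6, against 2 in its Table 5. As deposited these numbers were 13, 13 and 9, and no account under the other settings is given for them. The paper's text names Gstm1 as the exception to the falling glutathione S-transferases, while its Table 4 lists Mgst1 as the rising one. Here Gstm1 fell (−1.13), and Mgst1 and Gstz1 rose. The authors believe that changes of tissue, if they occur, leave their data unaffected. Here markers of pancreas (median 5.34), smooth muscle (−0.53) and fibroblasts (−0.29) changed as lists by camera. Of their genes 13 of 16, 8 of 13 and 6 of 17 changed. With an estimated correlation none of these lists passed (adjusted p = 0.407 for each).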

Other observations

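The lists in this part were set before the data were examined, the tests of the fed and fasted genotype contrasts too, and of the tests here only the values as deposited, the pancreas covariate and the omission of PPARα-null fasted replicates 1 and 3 together were added after the results were seen.

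Genes of energy stress, metal handling and fat absorption changed singly in fasted wild-type mice and did not pass camera as lists. Limma's fry did call these lists, at adjusted p-values of 0.00645, 0.0204 and 0.00459. It also called those of the brush border (adjusted p = 0.0181) and of fatty acid and triglyceride synthesis (adjusted p = 0.0110). Bnip3, of mitophagy, rose by 1.06 and Cited2, a coactivator, by 0.63 on the log2 scale, and of 19 genes of FOXO and energy stress 4 rose, with a median of 0.17 or −0.14 as deposited (adjusted p = 0.152 from camera). Of 20 genes of zinc and iron handling 5 rose, Mt1 (1.76) among them, and 1 fell, with a median of 0.11 (−0.20 as deposited, adjusted p = 0.300). For fat absorption 5 of 18 rose and 1 fell, Apoa1 with 0.49 and Fabp6, the ileal bile acid binding protein, with −1.20 (median 0.12, −0.20 as deposited, adjusted p = 0.227). Enzymes and carriers of the brush border had 3 rises in 20, Akp3 (0.52) among them (median 0.15, −0.17 as deposited, adjusted p = 0.145). Fatty acid and triglyceride synthesis had 2 rises and 5 falls in 14, Elovl6 with −0.61 (median −0.08, adjusted p = 0.140). This synthesis list did pass with no filter on level and with the pancreas covariate. Over all genes 5, 7, 7, 3 and 8 members of these lists had an adjusted p under 0.05, and 8, 7, 7, 0 and 9 when adjusted over each list alone.

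Immune and proliferative cells were represented by few genes. Crypt stem cell markers had 2 rises in 8, Myc (0.60) among them (median 0.20, −0.11 as deposited, adjusted p = 0.192), T and natural killer cells 1 fall in 7, Gzmb with −0.87 (median −0.22, adjusted p = 0.115), and B and plasma cells 1 fall in 6, Cd79a with −1.04 (median −0.29, adjusted p = 0.109). The B and plasma cell list did pass with no filter on level, with fry and with the pancreas covariate. It also passed without wild-type fed replicate 3 or wild-type fasted replicate 3. The T and natural killer cell list passed with no filter on level or without wild-type fed replicate 3. Antimicrobial genes had 2 rises in 13 (median 0.21, −0.11 as deposited, adjusted p = 0.316) and adipose tissue 2 in 5, Fabp4 (0.82) among them (median 0.27, −0.047 as deposited, adjusted p = 0.317). Fry called the crypt stem cell and antimicrobial lists. Amino acid response genes had 1 rise in 15, Gars with 0.70 (median 0.053, −0.26 as deposited and −0.037 with quantile normalization, adjusted p = 0.870), and clock genes 2 in 9, Cry2 with 0.99 (median 0.46, adjusted p = 0.415). The list of glutathione S-transferases written from general knowledge had 2 rises and 10 falls in 19 (median −0.53, adjusted p = 0.00347, or adjusted p = 0.440 with an estimated correlation). Housekeeping genes had 1 rise in 10, a median of 0.0098 and a mean of −0.022, with a median of −0.31 as deposited (adjusted p = 0.816).

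Goblet cell markers had a median of 0.0072 and a mean of −0.081 with 2 falls in 9, Agr2 (−0.42) among them, Paneth cells a median of 0.14 (−0.18 as deposited) with 1 rise in 5, Mmp7 with 0.74, and enteroendocrine cells 1 rise and 1 fall in 11, with a median of 0.0057 and a mean of −0.021, where the medians of goblet and enteroendocrine cells were −0.31 and −0.31 as deposited. Lists with fewer than 5 measured genes were not tested: ketone bodies (1 fall in 4, Oxct1 with −0.47), tuft cells (2 rises in 3, Alox5ap with 0.83), endothelium (none of 4), neurons (none of 2) and liver (1 rise in 1, Ttr, with 1.51 in wild-type and 3.21 in PPARα-null mice). Of the genes named in this part, calls ended without wild-type fed replicate 1 for Mt1, Akp3, Myc and Alox5ap, without wild-type fed replicate 2 for these and Elovl6, Gzmb, Cd79a and Agr2, without wild-type fed replicate 3 for Gzmb and Agr2, without wild-type fasted replicate 1 for Akp3, Gzmb, Agr2 and Oxct1, without wild-type fasted replicate 2 for Mt1, Akp3, Myc and Alox5ap, and without wild-type fasted replicate 3 for Mt1, Elovl6, Myc, Gzmb, Cd79a, Agr2 and Alox5ap. Over these omissions the changes were 1.20 to 2.63 (Mt1), 0.38 to 0.71 (Akp3), 0.42 to 0.78 (Myc), 0.65 to 1.18 (Alox5ap), −0.68 to −0.49 (Elovl6), −1.19 to −0.57 (Gzmb), −1.16 to −0.81 (Cd79a), −0.58 to −0.27 (Agr2) and −0.57 to −0.38 (Oxct1).

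Lists that passed camera in PPARα-null mice included some that had not passed it in wild-type mice. B and plasma cell markers had 6 falls in 6 (median −1.22, adjusted p = 0.0137), the unfolded protein response 2 rises and 15 falls (−0.72, adjusted p = 2.72e-04), the cell cycle 15 falls (−0.51, adjusted p = 0.00116) and interferon genes 11 falls (−0.66, adjusted p = 0.00793). Adipose markers had 4 rises (1.01, adjusted p = 0.0189), with 0.46 for peroxisomal oxidation (adjusted p = 0.0189), 0.51 for glucose release (adjusted p = 0.00793), 4.27 for pancreas (adjusted p = 0.00415) and 0.40 for cytochrome P450s (adjusted p = 0.0394, and up to 0.107 without PPARα-null fed replicate 1 or 3). Fat absorption (0.28, −0.031 as deposited), ribosomal proteins (0.21, −0.10 as deposited) and FOXO genes (0.23, −0.082 as deposited) had adjusted p-values of 0.0189, 0.00115 and 0.0454. The calls of fat absorption and ribosomal proteins ended with quantile normalization and with no filter on level. Those of glucose release and adipose tissue ended with no filter, of peroxisomal oxidation with no filter and over a level of 100, and of cytochrome P450s over that level, with array weights and with centring. FOXO genes, called in 5 of 12 settings, did not pass with no filter, over a level of 100, with array weights, with centring or with the pancreas covariate, and their adjusted p was up to 0.0782 without PPARα-null fed replicate 3, PPARα-null fasted replicate 1 or PPARα-null fasted replicate 2. With the covariate the call of pancreas ended. Omitting PPARα-null fasted replicates 1 and 3 together keeps 1 array in that group, so that the calls of that fit decide nothing here. Members at an adjusted p under 0.05 numbered the same over all genes and when adjusted over the list alone for B cells (6), the unfolded protein response (19), the cell cycle (17), interferon (18), adipose tissue (4), peroxisomal oxidation (12), glucose release (12), fat absorption (12) and FOXO genes (14), and were 14 and 15 for pancreas, 12 and 13 for cytochrome P450s and 18 and 17 for ribosomal proteins. With an estimated correlation none of these lists passed, at adjusted p-values from 0.234 (glucose release) to 0.660 (interferon).

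Between the genotypes, PPARα-null fed mice were lower in mitochondrial fatty acid oxidation (11 genes lower, median −0.39, adjusted p = 3.28e-18, or adjusted p = 0.0248 with an estimated correlation) and in peroxisomal oxidation (7 lower, −0.38, adjusted p = 2.47e-16, or adjusted p = 0.0177). T cell markers (−0.55, adjusted p = 1.74e-08, or 0.0252), LXR targets (−0.22, adjusted p = 6.65e-04, or 0.0258) and lipid synthesis (−0.20, adjusted p = 2.54e-06, or 0.0258) were lower with either correlation, and smooth muscle (−0.18), fibroblasts (−0.25), glucose release (−0.10), the citric acid cycle (−0.0099) and amino acid response (0.18) passed with the preset one alone (adjusted p up to 0.0355, or up to 0.483 with the estimated one). After fasting the glucocorticoid list was higher in PPARα-null mice for 15 of 16 genes (1.56, adjusted p = 1.04e-07), as were the clock (1.14) and enteroendocrine lists (0.37), while mitochondrial (−0.36) and peroxisomal oxidation (−0.41), the unfolded protein response (−0.52), crypt stem cells (−0.53), T cells (−0.86) and B cells (−0.85) were lower, with adjusted p-values up to 0.0499. With an estimated correlation none of these passed after fasting, from an adjusted p of 0.165 (clock) to 0.770 (enteroendocrine cells).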
